# A Network Approach of Gene Co-expression in the *Zea mays*/*Aspergillus flavus* Pathosystem to Map Host/Pathogen Interaction Pathways

**DOI:** 10.3389/fgene.2016.00206

**Published:** 2016-11-21

**Authors:** Bryan M. Musungu, Deepak Bhatnagar, Robert L. Brown, Gary A. Payne, Greg OBrian, Ahmad M. Fakhoury, Matt Geisler

**Keywords:** *Aspergillus flavus*, Zea mays, networks, RNA-sequencing, gene co-expression analysis

## Abstract

A gene co-expression network (GEN) was generated using a dual RNA-seq study with the fungal pathogen *Aspergillus flavus* and its plant host *Zea mays* during the initial 3 days of infection. The analysis deciphered novel pathways and mapped genes of interest in both organisms during the infection. This network revealed a high degree of connectivity in many of the previously recognized pathways in *Z. mays* such as jasmonic acid, ethylene, and reactive oxygen species (ROS). For the pathogen *A. flavus*, a link between aflatoxin production and vesicular transport was identified within the network. There was significant interspecies correlation of expression between *Z. mays* and *A. flavus* for a subset of 104 *Z. mays*, and 1942 *A. flavus* genes. This resulted in an interspecies subnetwork enriched in multiple *Z. mays* genes involved in the production of ROS. In addition to the ROS from *Z. mays*, there was enrichment in the vesicular transport pathways and the aflatoxin pathway for *A. flavus*. Included in these genes, a key aflatoxin cluster regulator, AflS, was found to be co-regulated with multiple *Z. mays* ROS producing genes within the network, suggesting AflS may be monitoring host ROS levels. The entire GEN for both host and pathogen, and the subset of interspecies correlations, is presented as a tool for hypothesis generation and discovery for events in the early stages of fungal infection of *Z. mays* by *A. flavus*.

## Introduction

A systems biology approach can greatly aid in understanding the dynamics of fast changing systems like stress and defense responses in plants, and allows for both discovery and novel hypotheses generation. The rise of the systems biology field has been brought on by the recent expansion of genomic, transcriptomic, and proteomic technologies and their large comprehensive datasets. “Omics" based techniques, such as gene co-expression networks (GENs), have aided in the discovery and functional analysis of genes and pathways involved in the response to biotic and abiotic stresses in plants (Sekhon et al., 2013). Gene expression analysis has been done individually on plants and fungi such as *Zea mays*, *Glycine max* (Libault et al., 2010), *Arabidopsis thaliana* (Mao et al., 2009), and *Saccharomyces cerevisiae* (Carlson et al., 2006).

In studies of host–pathogen interactions, however, two key limiting factors of system biology approaches involving genome-wide transcriptional studies have been typically observed. First, co-expression networks, especially those that have relied on microarrays, have been limited by the size of the array used to generate the data, which can lead to a loss in information. Secondly, the more extensive RNA-sequencing based studies thus far have often been limited to either the host or the pathogen.

The opportunistic pathogen *Aspergillus flavus* produces the potent mycotoxin aflatoxin upon infecting of *Z. mays*. This interaction was chosen to study because the pathogen has been reported to transition from a saprophytic to a necrotrophic lifestyle during the infection process (Abdel-Hadi et al., 2012; Fountain et al., 2014). Moreover, *A. flavus* typically infects maize kernels at a specific stage of maize development (Diener et al., 1987). A transcriptomic network study of this host–pathogen interaction is thus a good complement to other developmental RNA-seq based co-expression network studies in maize and *A. flavus* (Sekhon et al., 2013; Schaefer et al., 2014). Additionally, the *A. flavus* GEN represents the first GEN published for *A. flavus*.

What is currently known about *A. flavus* and *Z. mays* has been primarily derived though a focus on either the host or the pathogen. These approaches have been beneficial and have resulted in the discovery and characterization of multiple secondary metabolite clusters in *A. flavus* (Kale et al., 2008; Chanda et al., 2010; Chang et al., 2013; Rohlfs, 2015). Examples of this have been in the transcriptome analysis of clusters such as the aflatoxin, aflatrem, and cyclapanozic acid (Chang et al., 1995, 2004; Ehrlich et al., 1999; Duran et al., 2007; Kale et al., 2008; Hong et al., 2015). These whole transcriptome studies strongly complemented bottom up experimental approaches, and filled in gaps toward a better understanding of these secondary metabolite pathways.

In *Z. mays*, multiple pathways have been discovered to be involved in resistance to *A. flavus*. In fact, pathways such as the phenylpropanoid, jasmonic acid, and salicylic acid pathways have been reported to play a significant role in resistance to the fungus (Warburton et al., 2015). Moreover, genome-wide association studies (GWASs) have indicated that the jasmonic acid pathway plays the largest role in conferring resistance across the current publically available breeding studies involving maize lines resistant to *A. flavus* (Tang et al., 2015; Warburton et al., 2015).

In this dual transcriptomic study of *A. flavus* and *Z. mays*, our focus was to infer a GEN of both host and pathogen during the initial stages of infection, and to develop a tool that could be utilized to understand the complex interaction between *A. flavus* and *Z. mays*. The approach used in this study differs from what has been previously reported in that the correlation of expression between genes in host and pathogen (cross-species) is captured along with correlations restricted to the host or the pathogen. The network approach used reveals features that are lost, particularly when relying on co-expression analysis using only heat maps and gene clustering. This work shows that there is significant cross-species co-expression during the initial stages of infection. It also reveals resistance and virulence mechanisms, particular to *A. flavus* and *Z. mays*, which are important at the initial stages of the interaction between the two organisms. The generated network maps can also serve as a tool to infer functional annotation for poorly annotated genes in both *Z. mays* and *A. flavus*.

## Materials and Methods

### Growth and Inoculation of Maize

Maize B73 was grown in Clayton, NC during the years 2011 and 2013. Seeds were planted on April 16. Ears were hand pollinated from July 5–8 and covered with a paper bag. A time course study was performed by pin bar inoculating one ear (per time point) of maize B73 with *A. flavus* NR3357 and harvesting at 0, 6, 12, 18, 24, 30, 36, 42, 48, and 72 h post-inoculation. Four biological replicates for the samples were produced for the time points 12, 24, 48, and 72 h post-inoculation. Samples were frozen in liquid nitrogen, placed on dry ice and stored at –80°C until RNA was isolated. Maize B73 and *A. flavus* NR3357 were used in this study because of the availability of genomic resources for them, and because of the relatively large amount of studies that were previously conducted using either or both of them. Maize B73 and *A. flavus* NR3357 were therefore used in this study to make comparisons to other available experimental data sets more straightforward.

### RNA Isolation

Eight kernels per ear were ground and used for RNA isolation. Approximately, 100 mg of ground tissue was homogenized in a Virtis homogenizer (Virtis, Gardiner, NY, USA) in Saturated Phenol, pH 6.6 for 2 min. Samples were then dissolved in Tris EDTA buffer, pH 8.0 (ACROS Organics, Morris Plains, NJ, USA), purified with 5:1 Acid Phenol: Chloroform, pH 4.5, and precipitated with ice-cold 100% ethanol overnight. Total RNA was purified again with RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The quality and concentration of RNA was analyzed using an RNA Pico chip on an Agilent Bioanalyzer (Agilent, Santa Clara, CA, USA).

### Sequencing and Mapping

cDNA library construction and sequencing was performed at the Genomic Sciences Laboratory, North Carolina State University. Libraries were made from each time point, pooled and run on a single lane. Sequencing was performed on an Illumina HiSeq (single reads, 100 bp). Raw reads were deposited in the Sequence Read Archive (SRA) at NCBI, accession numbers [SRP082421]. Mapping, trimming and fastqc quality control of the reads, for both *Z. mays* and *A. flavus*, were done with CLC workbench 4.9 (Qiagen, Hilden, Germany). CLC genomics workbench default parameters were used for doing the mapping and trimming. The reference genomes used in this study where *Z. mays* (AGPv3, INSDC Assembly GCA_000005005.5, April 2013) and *A. flavus* (JCVI-afl1-v2.0, INSDC Assembly GCA_000006275.1, January 2009). Reads that had a total unique gene count of 1 were removed from the counts table.

### Gene Ontology Analysis

Gene ontology analysis of the co-expression subnetwork was done with the gprofiler and significant go-terms were selected based upon a false discovery rate (FDR <0.05) (Reimand et al., 2016).

### Regularized Log Normalization, M-Value Calculation, and K-Means Clustering

Unique mapped read counts were normalized by regularized log transformation using the DESeq2 package in the R software environment (ver. 3.3). The mapped reads were than used to calculate M-values for the different samples by using samples 0 and 6 h as controls for Dataset 1 (Love et al., 2014).

$$\left[M-value=\log_{2}\left(\frac{treatment}{control}\right)\right]$$

The DESeq2 function plotPCA() was used to generate principal component plots to analyze the variation in the samples. For *Z. mays*, mRNA extracted from samples collected 0 hpi were used as control. As for *A. flavus*, samples collected 24 hpi were used as control. The original matrix contains 7408 genes (3331 *Z. mays* and 4115 *A. flavus*) showed significant differential expression with a q-value cutoff <0.1 (after Benjamini Hochberg FDR correction) and were selected for clustering and gene co-expression analysis. After duplicate gene models were removed the matrix was reduced to a size of 6035 genes (*A. flavus* 3290 and *Z. mays* 2745). TM4 (Saeed et al., 2006) and Cluster 3.0 (de Hoon et al., 2004) software platforms were used to analyze these genes by K-means clustering using the absolute Pearson correlation metric and average cluster sampling method into two different bin sizes (10, 100) (**Supplementary Table S1**).

### Correlation Calculation and Network Analysis

Pearson correlation analysis was done on differentially expressed genes by utilizing the cor() function in R using the Z-scores calculated (see above). The resulting matrix was then transformed into a pair-wise gene table using the reshape2 melt() package in R. The resulting table (∼30 million gene pairs) was filtered using the subset() function in R for gene pairs showing 0.95 or greater correlation. This resulted in 980,280 gene pairs. In addition a randomly generated matrix was done similarly for the data which was obtained generating random log2Fold changes were generated in R for subsequent Kolmogorov–Smirnov supplemental test (Massey, 1951).

### Network Visualization and Cytoscape

To visualize the network 980280 gene pairs were load into the cytoscape network. Gene Annotation was then added to the network using the (AGPv3, INSDC Assembly GCA_000005005.5, April 2013) and *A. flavus* (JCVI-afl1-v2.0, INSDC Assembly GCA_000006275.1, January 2009). It is important to note that the best method for visualizing the network is to import the data into Cytoscape without building the network if not using a large memory computer. To select gene pairs of interest the user can refer to the Cytoscape manual in order to select for genes of interest and first neighbors without a high memory PC. Network topological analysis was then done on this set of gene pairs using Cytoscape Ver. 3.2.1 (Shannon et al., 2003; Maere et al., 2005; Cline et al., 2007). The network analysis was performed using the NetAnalyzer tool in Cytoscape and network clusters were identified using the MCODE app for Cytoscape (Bader and Hogue, 2003).

## Results

### RNA-seq

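Kernels of 22 field-grown ears of the maize inbred B73, inoculated with *A. flavus* NR3357 by the pin-bar method, were sequenced, with 8 kernels collected per ear and 1 library made per ear. A time course took 1 ear every 6 hours from 0 to 48 hpi and 1 ear at 72 hpi (n = 10 libraries). A further 3 ears per hour were taken in 2011 at 12, 24, 48 and 72 hpi (n = 12 libraries). Every ear sampled was inoculated. A change with the hours thus cannot be told apart from one that the wound or time alone would bring. The methods name 2011 and 2013 as years of the field work, and the sample labels give no year for the time course. Libraries were grouped into the stages of Figure 1, which are 0–6 hpi (n = 2), 12–18 hpi (n = 5), 24 hpi (n = 4), 30–42 hpi (n = 3), 48 hpi (n = 4) and 72 hpi (n = 4). The authors mapped single reads of 100 bases with CLC workbench 4.9 at default settings, competitively against the gene models of maize (AGPv3) and *A. flavus* (JCVI-afl1-v2.0), and the deposited tables hold the unique and the total reads of each gene model. The 2 libraries of 0–6 hpi held 10865792 and 11706939 unique gene reads. Those of 12–18 hpi held 3924553 to 8332535 (median 6314484), and those of 24 hpi 4518114 to 13082069 (median 6202081). The range was 6384547 to 13775583 (median 11233888) at 30–42 hpi, 5770016 to 9739471 (median 8190551.5) at 48 hpi and 4260051 to 13272790 (median 7052446.5) at 72 hpi. Maize contributed 1743232 to 13685898 of these reads per library and *A. flavus* 261 to 4169453. No pair of libraries of the same hour differed by less than the sampling noise (lowest chi-square per degree of freedom 5.18), so each library was counted as 1 sample. Changes between stages were tested within each species with edgeR's quasi-likelihood test on unique reads, with TMM factors, low counts removed by filterByExpr and the paper's threshold of 0.1 for the adjusted p, over all 22 libraries for maize and the 15 libraries of 24 to 72 hpi for *A. flavus*. These p-values measure the spread between ears of the same stage. That spread also holds differences of hour where a stage pools hours, and of series where it pools both series. Levels are CPM over the reads of the same species. Co-expression used DESeq2's rlog of both species in 1 table, expressed as M-values against the mean of the 0 and 6 hpi libraries, and Pearson correlation over the 20 libraries of 12 to 72 hpi. Pairs were tested by permuting the libraries across all hours, so 2 genes that both rise with time can reach a small p. The paper also named many of these pairs for co-expression in the same libraries. The p-values of pairs are therefore not independent evidence of a link.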

RNA-seq was carried out on mRNA extracted from *Z. mays* kernels inoculated with *A. flavus* over a 3-day time course. The individual reads were competitively mapped to a combined gene model set of both *A. flavus* (13775 gene models) and *Z. mays* (181929 gene models). 

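Each deposited table lists 195805 entries, 13877 of *A. flavus* and 181928 of maize. Of these, 53092 had at least 1 unique read in at least 1 of the 22 libraries, and 142713 had none in any library. Many models stand more than once at the same coordinates (70618 models, of which 4458 have a read), with their reads divided between the copies. The division between copies varied as random assignment would (variance over mean 1.005, 3145 degrees of freedom), so the copies were summed. This gave 110511 maize and 13875 *A. flavus* gene models, of which 37127 and 12556 had a unique read. A total unique count above 1, the paper's filter, was met by 35063 maize and 12128 *A. flavus* gene models.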

44264 gene models had unique mapped reads in at least one pooled kernel sample, while 151440 gene models did not have any expression (0 unique mapped reads) across all the samples. 6035 genes were then selected for co-expression analysis based upon their significant level of differential expression (see Materials and Methods). The *A. flavus* 3290 and *Z. mays* 2745 genes are stored in a matrix (Supplemental File 1).

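Few maize genes passed the test at 24 hpi and many at 72 hpi. Against 0–6 hpi, 14 of 23588 tested maize genes passed the threshold at 24 hpi (10 higher and 4 lower), 219 at 48 hpi (203 higher and 16 lower) and 2660 at 72 hpi (1990 higher and 670 lower). At 24 hpi 3052 maize genes had an unadjusted p under 0.05, and DESeq2 called 803. The 0–6 hpi group holds time-course ears alone, and with series as a covariate 88 maize genes passed at 48 hpi and 1420 at 72 hpi. Against the larger group of 12–18 hpi, 3149 maize genes rose and 1471 fell at 72 hpi. Among the increases, PR6, a pathogenesis-related gene on chromosome 3, rose from 0.149 ± 0.183 CPM at 12–18 hpi (SD, n = 5) to 112 ± 114 CPM at 72 hpi (SD, n = 4), a log2 fold change of 9.31 (standard error 1.49, adjusted p = 0.000351). PRMS, another pathogenesis-related gene, rose from 0.436 CPM by a log2 fold change of 8.65 (adjusted p = 0.000131), and laccase 14 (GRMZM2G320786), an enzyme that oxidizes phenolic compounds, from 0.664 to 204 CPM (log2 fold change 8.28, adjusted p = 0.000334). Among the decreases, THI1-2, which encodes an enzyme of thiamine synthesis, fell from 2170 ± 892 to 432 ± 183 CPM (log2 fold change -2.33, adjusted p = 0.00163), and TIP3-2, a water channel of the vacuolar membrane with 51.0% of its reads unique, fell by 1.51 on the log2 scale (adjusted p = 0.0125). Of 31 tested genes of endosperm storage proteins, 4 fell and none rose at 72 hpi against 12–18 hpi (2 lower when adjusted over the list alone), with a median log2 fold change of -0.55 (adjusted p = 8.08e-06 from camera with a preset correlation, adjusted p = 0.343 with an estimated correlation). In *A. flavus*, 215 of 5294 tested genes rose and 36 fell at 48 hpi against 24 hpi, and 625 rose and 278 fell at 72 hpi. The number and balance of the fungal calls depend on the scaling and the series, with 1466 higher and 131 lower at 72 hpi from DESeq2, 1520 and 96 with RLE factors, and 5258 and 0 with both species normalized together. In the ears of 2011 alone 1004 rose and 706 fell at 48 hpi and 1608 and 1092 at 72 hpi, and with series as a covariate 606 and 1422 fungal genes passed. Without 1 library the fungal counts ran from 62 to 551 at 48 hpi and from 356 to 1263 at 72 hpi (lowest without the 24 hpi ear 1, highest without the time-course ear of 48 hpi). The F test over all stages selected 2741 maize and 915 *A. flavus* genes for co-expression. Without 1 library it selected 1388 to 4094 maize and 568 to 1394 *A. flavus* genes. Leaving out 1 library gave 0 to 463 maize genes at 24 hpi (lowest without 0 hpi, highest without the time-course ear of 24 hpi), 0 to 1437 at 48 hpi (without 0 hpi, and without the 48 hpi ear 3) and 14 to 5377 at 72 hpi against 0–6 hpi (without 0 hpi, and without the time-course ear of 72 hpi), and the 72 hpi count was 111 without 6 hpi, 1765 without the 72 hpi ear 2 and 1300 without ear 3. With both species normalized together, the median log2 fold change of all maize genes at 72 hpi against 12–18 hpi was -0.18 in place of 0.06, and 1937 maize genes were higher and 2590 lower.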

### Principal Component and K-Means Clustering Analyses

Principal component analysis (PCA) showed a high level of variation between samples, but many of the later time points clustered together (**Figure 1**). 

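Ears of the same hour differed in their maize expression from 24 hpi on. At 24 hpi the defense genes GST7, a glutathione *S*-transferase, and PR-1 stood at 23.1 ± 21.5 and 15.0 ± 19.6 CPM (SD, n = 4). On the first principal component of maize, which held 82.8% of the variance of the 500 most variable genes, the ears of 12–18 hpi lay between -23.26 and -12.77. The 24 hpi ears lay at -27.51 (time course), -4.18, 1.54 and 29.31, and the 48 hpi ears at 1.02, 7.12 (time course), 18.94 and 36.6. At 72 hpi the ears of 2011 lay at 35.14, 51.45 and 57.04, and the time-course ear at 3.25. This component followed the share of *A. flavus* in the reads of each ear (r of 0.91 with its log10 in size, rho of 0.953, permutation p = 1e-05 for each, the smallest that 100000 permutations can give, and 4e-05 when adjusted over the 4 relations tested). The value of r was 0.922 without the 2 ears of most extreme share, 0.846 within the time course (n = 10) and 0.938 within the ears of 2011 (n = 12). Over all expressed genes in place of the 500, the first component of maize held 41.6% and the second 12.6% of the variance, against 4.0% for the second component of the 500 genes.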

The analysis also showed that a high level of variation occurred between samples collected at the same hpi (hours post-infection) for both host and pathogen (**Figures 1A,B**). When visualized using centroid graphs from K-means clustering to observe expression patterns there was a high level of variation between *Z. mays* and *A. flavus* at 12 hpi (hours post-infection), 48 hpi, and 72 hpi for genes in both systems. These observations lead us to conclude that although these were indeed biological replicates, inoculated with the same culture of *A. flavus*, and harvested for RNA at the same time, the progression of the infection could be quite different from replicate to replicate. These replicates thus likely represent leading and lagging infection progress at early and middle stages of infection. 

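The share of fungal reads differed between ears of the same hour. *A. flavus* made up 0.148, 0.0983 and 0.116% of the unique reads in the 3 ears of 2011 at 12 hpi and 0.0145% in the time-course ear, whose 95% binomial interval runs from 0.0136 to 0.0155%. At 24 hpi the ears of 2011 stood at 6.71, 1.47 and 1.37% and the time-course ear at 0.0347%, at 48 hpi at 14.9, 23.6 and 6.01% against 2.29%, and at 72 hpi at 33.3, 59.1 and 61.8% against 6.68%. The time course passed 0.0446, 0.224 and 0.651% at 30, 36 and 42 hpi. The mean share was 40.2 ± 25.8% at 72 hpi (SD, n = 4) and 0.0791 ± 0.0595% at 12–18 hpi (SD, n = 5), a ratio of geometric means of 553 with no overlap between the groups (exact permutation test, two-sided p = 0.00794, adjusted p = 0.0397 over 5 comparisons). With both series pooled, the 24 hpi ears, at 2.40 ± 2.95% (SD, n = 4), did not differ from 72 hpi past a threshold of 0.05 (ratio of geometric means 36.3, exact p = 0.0571, adjusted p = 0.0952, under the 0.1 used for genes). That test ignored the series. The groups overlapped only between the series, with 6.68% in the time-course ear of 72 hpi and 6.71% in an ear of 2011 at 24 hpi. Within each series every share at 72 hpi was higher than at 24 hpi. Over the 20 ears of 12 to 72 hpi, GST7 correlated with log10 of the share at r = 0.955 and rho = 0.940, and AOX2, an alternative oxidase, at r = 0.958 and rho = 0.941 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, adjusted p = 1e-05 over the 51 pairs tested). For GST7 r was 0.970 without the 2 ears of most extreme share, 0.907 within the time course (n = 8) and 0.976 within the ears of 2011 (n = 12), and for AOX2 0.952, 0.912 and 0.956. The time-course ear had a lower share than every ear of 2011 at each of the 4 shared hours (permutation within hours, p = 0.00391). From the spread between replicates, the paper concludes that the progression of infection could differ between replicates, and it proposes that the replicates likely represent leading and lagging infection.

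**Figure D1:**
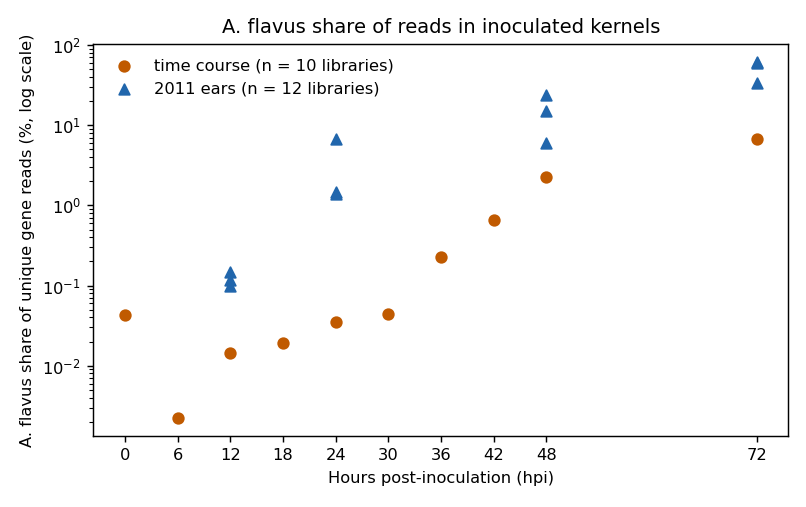
Share of *A. flavus* in the unique gene reads of each library (percent, log axis) against hours post-inoculation, with 1 point per library, circles for the time course (n = 10) and triangles for the ears of 2011 (n = 12). The time-course ear lies below the 3 ears of 2011 at 12, 24, 48 and 72 hpi.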

There is tight replicate grouping in early time points (**Figure 1A**, 12–18 hpi) and clear separation of these from later stages of infection (48–72 hpi). 

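The genes of *A. flavus* separated the late ears from the early ones. On the first principal component, which held 54.5% of the variance of the 500 most variable fungal genes (14.8% on the second), the 24 hpi ears lay between -34.96 and -17.74 and the time-course ears of 30–42 hpi between -32.1 and -15.19. The ears of 2011 lay between 20.82 and 28.27 at 48 hpi and between 31.41 and 42.73 at 72 hpi, whereas the time-course ears lay at -28.2 and 13.04. Fungal reads were few in the early ears, with 4543 in the time-course ear of 24 hpi. At an equal 4543 reads per library, 1056 to 1290 fungal genes were detected in the time-course ears of 24, 30 and 36 hpi, and 1691 to 2130 in the other libraries of 24 to 72 hpi. The component followed log10 of the fungal share at r of 0.748 in size and rho of 0.682 (permutation p = 0.00155 and 0.0067, adjusted p = 0.0031 and 0.0134). The value of r was 0.873 without the 2 ears of most extreme share, 0.840 within the ears of 2011 (n = 9) and 0.353 within the time course (n = 6). The share of variance of the first component was 34.3% over all expressed fungal genes.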

The pathogen *A. flavus* (**Figure 1B**), seems to have a more variable expression in early infection stages, but these have caught up to each other and give a more consistent expression profile at 72 hpi. For this reason, we treated each replicate as a separate data point (representing a different stage of infection), rather than using replicate averages in downstream clustering and correlation analyses. When the genes were clustered into 10 bins (clustering groups), the largest bin had 2599 correlated genes for *Z. mays* and for *A. flavus*. This largest cluster had a similar overall trend of down-regulation over time. 

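Host and fungal genes were mixed in most of the large clusters. When the 3656 selected genes were placed in 10 clusters by absolute Pearson correlation, with 10 random starts, the largest cluster held 502 to 767 genes (median 679) and the smallest 93 to 173 (median 146). Genes of both species shared 8 to 10 of the 10 clusters (median 9).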

Functional analysis of this cluster found genes enriched in multiple biological processes with no obvious pattern related to resistance to pathogens. Examples included response to cadmium ion, response to inorganic substance, protein folding, DNA replication, glucose homeostasis, and nucleosome assembly. Other bins contained smaller numbers of genes but produced similar results for functional enrichment.

**FIGURE 1:**
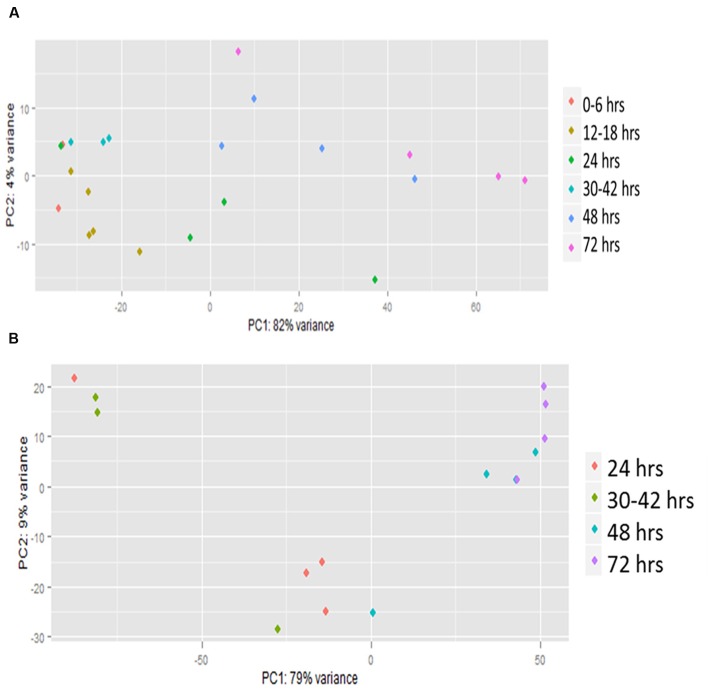
**Principal component analysis (PCA) of RNA-seq.** Transcriptomic (global gene expression) data from each of the time points of **(A)** *Zea mays* and **(B)** *Aspergillus flavus* were analyzed by principal component analysis using R statistical language. Colored dots represent individual biological replicates harvested at different time points during the infection. These were grouped based on similarity of infection by hpi (hours post-inoculation).

Genes were then K-means clustered into 100 bins to determine functional enrichment of tightly inter-correlated groups of *A. flavus* and *Z. mays* genes (**Supplementary Table S2**). These bins had a smaller number of genes (3–1488) and many included clusters with genes from a single species. 

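With 100 clusters over the same 10 starts, the smallest cluster held 3 to 8 genes (median 5) and the largest 113 to 165 (median 149). Maize and *A. flavus* genes occurred together in 43 to 51 clusters (median 47), and the rest held genes of a single species.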

Nineteen clusters contained genes from both species. In many cases, genes related to disease resistance in *Z. mays*, even those with somewhat different biological roles (i.e., multi-domain genes and resistance to different pathogen types), appeared in the same cluster. For example, cluster 21 (from **Supplementary Table S2**) contained multiple primary metabolism and signaling kinase genes such as 3-Deoxy-Darabinoheptulosonate 7-phosphate (DAHP) synthase (GRMZM2G396212) and Inositol 1 3 4 trisphosphate 5/6-kinase family protein (GRMZM2G084609). 

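Both genes named for this cluster rose late and at low levels. GRMZM2G396212, which encodes DAHP synthase, the entry enzyme of the shikimate pathway, stood at 0.998 CPM at 12–18 hpi and 6.52 CPM at 72 hpi (log2 fold change 2.61, standard error 0.942, adjusted p = 0.0682, a call lost in 10 of 31 alternatives). GRMZM2G084609, the inositol trisphosphate kinase, rose from 1.08 to 5.70 CPM (log2 fold change 2.36, adjusted p = 0.0993, a call lost in 23 of 31). Their M-values correlated at r = 0.714 and rho = 0.549 over 20 libraries (permutation p = 0.00059 and 0.0133, adjusted p = 0.000614 and 0.0139), under the 0.95 used for an edge. The value of r was 0.472 without the 2 most extreme libraries, 0.769 within the time course (n = 8) and 0.522 within the ears of 2011 (n = 12). Neither call is firm, since the first was lost in 10 and the second in 23 of the alternatives.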

Another cluster contained the genes encoding for SPP2 Sucrose-phosphatase 2 (GRMZM2G097641) and LOX10 lipoxygenase-10 (GRMZM2G015419). These genes were found to be co-expressed with multiple heat shock genes and with myb transcription factors. 

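SPP2, which makes sucrose from its phosphate, rose from 1.43 CPM at 12–18 hpi to 39.2 CPM at 72 hpi (log2 fold change 4.79, standard error 1.00, adjusted p = 0.00313). LOX10, a lipoxygenase of green leaf volatile synthesis with 19.4% of its reads unique, stood at 0.523 and 1.77 CPM and did not pass the test (log2 fold change 1.42, adjusted p = 0.352). Over 20 libraries the pair correlated at r = 0.435 and rho = 0.248 (permutation p = 0.0567 and 0.289, adjusted p = 0.0578 and 0.289). Without the 2 most extreme libraries r was 0.286, within the time course -0.314 (n = 8) and within the ears of 2011 0.623 (n = 12).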

Many of the genes in this cluster were noted in previous studies involving resistance of maize to *A. flavus* and *Fusarium verticillioides*. An example is the presence in our dataset of WRKY19 (GRMZM2G063880), WRKY53 (GRMZM2G012724), and PR10.1 in *Z. mays* which have been previously shown to be up-regulated upon infection by *A. flavus* (Fountain et al., 2015).

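The 3 named defense genes rose with time in the inoculated kernels. WRKY53, a transcription factor of pathogen responses, went from 8.85 to 104 CPM between 12–18 and 72 hpi (log2 fold change 3.53, standard error 0.688, adjusted p = 0.00181), and WRKY19 from 0.513 to 11.5 CPM (log2 fold change 4.35, adjusted p = 0.00465). PR10.1, a pathogenesis-related protein with ribonuclease-like structure, rose from 49.5 ± 36.5 (SD, n = 5) to 376 ± 260 CPM (SD, n = 4), a log2 fold change of 2.91 (adjusted p = 0.0148). The family was less uniform. Of 18 tested WRKY genes, 6 rose, 1 fell and 11 did not pass the test (6 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.32 (adjusted p = 0.171 from camera, and adjusted p = 0.56 with an estimated correlation).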

### Gene Co-expression Network

An alternative approach to K-means clustering is to examine all significant pairwise correlations between genes as a network graph. This overcomes limitations in arbitrary group number selection. It also assays specific correlations between genes relying on fitting genes based on the group average expression of a bin. Moreover, networks can reveal patterns of interrelationships between individual genes not readily apparent in other clustering methods, and thus provide a complementary analysis to what can be gaged from other analysis approaches.

A co-expression network for the 6035 *Z. mays* and *A. flavus* differentially expressed genes was generated using pairwise Pearson correlation across all samples, and choosing an edge adjacency matrix with a cutoff of a (0.95) correlation coefficient. Surprisingly, even at this high correlation cutoff, the network was quite dense, and 980,280 significantly correlated gene pairs (edges) were discovered for 3638 genes (nodes). 

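Fungal genes held most of the edges. Among the 3656 selected genes, 255432 pairs reached r of 0.95 or more and joined 1984 genes. Of these edges, 220492 linked 2 *A. flavus* genes, 13839 linked 2 maize genes and 21101 linked a maize with an *A. flavus* gene. An *A. flavus* gene in the network had a median of 602 connections and a maize gene 11. When the rlog was computed for each species apart, 19895 maize pairs and 284 *A. flavus* pairs reached r of 0.95, with 20179 edges and 1420 genes in all. M-values as log2 of the ratio of rlog values, chosen after the data were seen, gave 49533 edges and 1387 genes. With differences of rlog values and without 1 library, the edges ranged from 95650 to 656037 and the genes from 1250 to 2638. The edges numbered 656037 without the time-course ear of 48 hpi, 482868 without that of 42 hpi, 147369 without the 24 hpi ear 1, and 166956, 105334 and 95650 without the 72 hpi ears 1, 2 and 3, and 1250 genes were left without the last of these.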

The distribution of the correlation values is shown in **Figure 2**. It can be seen from the distribution correlation values, that a majority of the correlations are skewed to the right (positive correlations) as has been shown in other co-expression analyses, including *Arabidopsis* and rice (Geisler-Lee et al., 2007; Ho et al., 2012). 

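With both species normalized together, correlations leaned to the positive side in both species, far more so in the fungus. Between *A. flavus* genes the median r was 0.953 and 99.78% of 418155 pairs were positive. Between maize genes the median was 0.517 with 66.95% positive, and between the species 0.746 with 78.78% positive. Over all 6681340 pairs the median was 0.67 and 73.44% were positive. In this single table every fungal gene carries the fungal share of the reads. The median r of the selected fungal genes with log10 of that share was 0.896, against 0.188 with each species normalized apart. The values between fungal genes thus cannot be read apart from that share.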

Further exploration of this network was to determine how similar the distribution was to a randomly generated distribution (see Materials and Methods). 

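Correlations of the 3656 maize and *A. flavus* genes were set against those of a random normal matrix of the same size. The largest distance between the cumulative distributions (Kolmogorov–Smirnov D) was 0.616. Pairs of genes are not independent, so no p-value was derived from it.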

A Kolmogorov–Smirnov test showed a significant difference between the random and observed correlation value distributions (*p*-value 2.26 × 10^–16^) (**Supplemental Figure S1**). 

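Edges made up 3.823% of all pairs of selected genes. They made up 52.73% of the pairs of *A. flavus* genes, 0.369% of those of maize genes and 0.841% of those between the species. These shares hold for both species normalized together. With each species normalized apart, 284 *A. flavus* pairs in place of 220492 were edges.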

The observed distribution represents ∼1% of all the possible edges in the network. The high density is likely because we are looking at the small subset of differentially expressed genes involved in a single (kernel) tissue, subject to a large singular condition (pathogen attack) while most other similar GENs tend to involve all genes in multiple tissues and different stresses in their analysis. The selection of differentially expressed genes also likely reduced the noise in the dataset from spurious correlations between non-responding genes.

**FIGURE 2:**
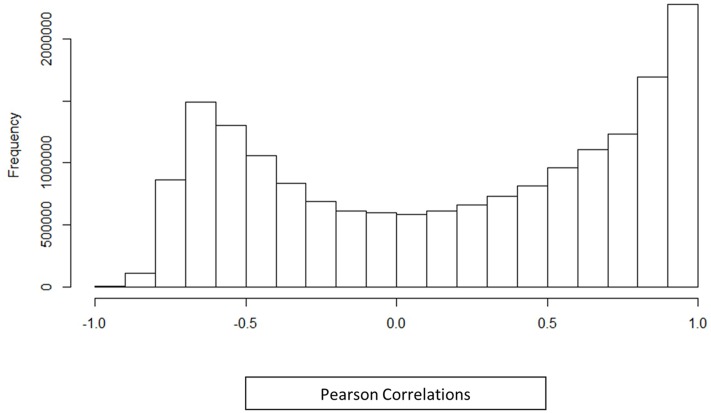
**Histogram distribution of Pearson correlations.** Histogram shows the correlation between differentially expressed genes identified in an *in vivo* simultaneous RNA-seq experiment with *A. flavus* and *Z. mays*. The histogram includes all differentially expressed genes along with their Pearson correlation distribution for (*Z. mays* vs. *Z. mays*), (*A. flavus* vs. *A.* flavus), and (*Z. mays* vs. *A. flavus*). The correlations that were found to be significant in the analysis were greater >0.95 Pearson correlation.

### Maize Jasmonate Related Network

Jasmonate signaling, and especially the jasmonate biosynthetic pathway have been implicated as a major determinant of resistance to fungal infection in multiple studies involving *Z. mays* and *A. flavus* (Lyons et al., 2013; Christensen et al., 2015; Magnin-Robert et al., 2015). This has also been demonstrated with multiple genes in *Arachis hypogaea* (Tsitsigiannis et al., 2005), *A. thaliana* (Pauwels and Goossens, 2011; Christensen et al., 2015), indicating some degree of conservation of these pathways in plants. Mining the GEN specifically for known genes in this pathway and identifying their neighboring genes (those genes strongly co-expressed with individual genes in this pathway) therefore provide one approach to discover new candidate genes involved in fungal resistance in *Z. mays*. The jasmonate pathway biosynthesis genes including OPR1 (GRMZM2G106303; 12-oxophytodienoic acid reductase), OPR2 (GRMZM2G000236; 12-oxophytodienoate reductase 2) and LOX (GRMZM2G156861_P01; Lipoxygenase) were all in the same co-expressed cluster of 446 *A. flavus* and *Z. mays* genes when the genes were clustered into 10 bins. When 100 bins (**Supplementary Table S2**) were used in the analysis, OPR1 and LOX5 (GRMZM2G102760; Lipoxygenase 5) occurred in cluster 39 and OPR2, LOX2 (GRMZM2G156861; Lipoxygenase 2) and PRMS (AC205274.3_FGP001; Pathogenesis-related protein) occurred in cluster 65.

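Part of the jasmonate genes rose with time in the inoculated kernels. Of 31 tested genes of jasmonate biosynthesis and lipoxygenases, 14 rose, 1 fell and 16 did not pass the test at 72 hpi against 12–18 hpi (17 higher and 3 lower when adjusted over the list alone). The median log2 fold change was 0.96 (adjusted p = 4.23e-05 from camera, and adjusted p = 0.346 with an estimated correlation). In the same comparison 4 of 31 genes of endosperm storage proteins fell and 27 did not pass. As a list they were lower (adjusted p = 8.08e-06 from camera, and adjusted p = 0.343 with an estimated correlation). The 12-oxophytodienoate reductases, which reduce intermediates of jasmonate synthesis, rose most. OPR1, on chromosome 9 from 7393651 to 7395331 (AGPv3), went from 0.208 to 33.2 CPM (log2 fold change 7.29, standard error 0.989, adjusted p = 8.69e-05), although only 8.59% of its reads are unique. OPR3 rose by a log2 fold change of 6.03 (adjusted p = 0.00096) and OPR5 from 13.1 to 90.4 CPM (log2 fold change 2.78, adjusted p = 0.000166). Lipoxygenases differed among themselves. LOX4 rose, LOX (GRMZM2G156861) fell from 216 to 90.8 CPM (log2 fold change -1.25, adjusted p = 0.0825, a call lost in 9 alternatives), and LOX5 had a log2 fold change of -0.16 (adjusted p = 0.834). OPR1 and OPR2 shared a cluster in 9 of 10 starts with 10 clusters and in 8 of 10 with 100 clusters. LOX stood in the cluster of OPR1 or of OPR2 in 2 of 10 starts with 10 clusters and in 0 of 10 with 100 clusters, and PRMS in that of OPR2 in 3 of 10 and 0 of 10.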

In the co-expression network, OPR2 and OPR1 were found to be connected (tightly co-expressed) to six *A. flavus* genes, and one *Z. mays* gene (GRMZM2G371167) that is annotated only for “a response to low sulfur.” 

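OPR1 and OPR2 rose together in the same ears and in step with part of the fungal genes. Their M-values correlated at r = 0.963 and rho = 0.865, and those of OPR2 and GRMZM2G371167, the gene annotated for a response to low sulfur, at r = 0.979 and rho = 0.970. GRMZM2G371167 itself went from 8.33 ± 1.05 CPM at 12–18 hpi (SD, n = 5) to 113 ± 69.9 CPM at 72 hpi (SD, n = 4), a log2 fold change of 3.75 (adjusted p = 0.000238). Of the fungal partners, AFLA_028660 correlated with OPR2 at r = 0.966 and rho = 0.899, AFLA_083100 at r = 0.945 and rho = 0.850, and AFLA_061840 at r = 0.943 and rho = 0.836 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). Without the 2 most extreme libraries r was 0.946 for OPR1, 0.970 for GRMZM2G371167, 0.951 for AFLA_028660, 0.935 for AFLA_083100 and 0.922 for AFLA_061840. Within the time course (n = 8) the same values were 0.804, 0.943, 0.903, 0.786 and 0.732, and within the ears of 2011 (n = 12) 0.986, 0.987, 0.969, 0.955 and 0.963. In all, OPR1 had 96 *A. flavus* and 20 maize connections and OPR2 252 and 55. Normalizing each species apart left r at 0.972 for OPR1 and 0.980 for GRMZM2G371167, and gave 0.228 for AFLA_028660, 0.323 for AFLA_083100 and 0.362 for AFLA_061840. Partial correlation given log10 of the fungal share, with both species normalized together, was 0.702, 0.882, 0.707, 0.596 and 0.544 in the same order. AFLA_028660 stood at 453 ± 49.5 CPM at 24 hpi and 186 ± 22.8 CPM at 72 hpi of the fungal reads (SD, n = 4 each), a fall of 1.27 on the log2 scale (adjusted p = 0.054) that was lost in 10 alternatives and was an increase of 4.04 with both species normalized together.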

The *A. flavus* genes were (AFLA_061840) Xaa-Pro aminopeptidase P, Bax inhibitor (AFLA_061840), BZIP transcription factor (Bzip) (AFLA_083100), 4-nitrophenylphosphatase (AFLA_083100), Endo-1, 4-beta-xylanase A, putative (AFLA_083100), and Mitochondrial translation initiation factor IF-2 (AFLA_028660). OPR2 gene expression was not consistently up-regulated in all time points, but showed a complex pattern of induction and suppression over time after infection. 

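OPR2 lies on chromosome 9 from 7308584 to 7310337 (AGPv3), and 21.4% of its reads are unique. Its level stood at 3.46 CPM at 0–6 hpi (n = 2) and 2.44 ± 0.298 CPM at 12–18 hpi (SD, n = 5), and then at 16.9, 84.9 and 185 ± 118 CPM at 24, 48 and 72 hpi (n = 4 each). The rise at 72 hpi against 12–18 hpi was a log2 fold change of 6.22 (standard error 0.731, adjusted p = 3.41e-05), and that at 48 hpi against 0–6 hpi 4.61 (adjusted p = 0.0463).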

Significant correlations were found for (LOX), SSP2 (GRMZM2G097641). 

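OPR2 correlated with SPP2 below the threshold of an edge, and with LOX its correlation did not pass the test. For SPP2 r was 0.824 and rho 0.755 (permutation p = 3e-05 and 0.00027, adjusted p = 3.19e-05 and 0.000287), 0.726 without the 2 most extreme libraries, 0.730 within the time course (n = 8) and 0.797 within the ears of 2011 (n = 12). For LOX r was -0.231 and rho -0.343 (permutation p = 0.33 and 0.139, adjusted p = 0.33 and 0.141), -0.200 without the 2 most extreme libraries, -0.736 within the time course and -0.471 within the ears of 2011.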

The *A. flavus* genes autophagy cysteine endopeptidase Atg4 was found to be co-regulated with OPR2.

The COB co-expression network includes more than 100 experimental conditions and tissues; the network is typical of a global comprehensive expression correlation map, but notably does not include fungal pathogen experiments. When OPR2 was analyzed in the COB online co-expression network for *Z. mays*, no genes were found to be co-expressed with it Schaefer et al. (2014). Thus, the co-expression and clustering of genes shown in this study, including those involving OPR2, may reflect a specific response to fungal infection.

### Maize Ethylene Related Genes

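Ethylene biosynthesis genes rose late after inoculation. ACO15, a 1-aminocyclopropane-1-carboxylate oxidase that forms ethylene, went from 5.45 ± 5.00 CPM at 12–18 hpi (SD, n = 5) to 265 ± 265 CPM at 72 hpi (SD, n = 4), a log2 fold change of 5.56 (standard error 0.988, adjusted p = 0.000836). ACS47, an aminocyclopropane carboxylate synthase, rose from 3.31 ± 1.02 to 104 ± 80.7 CPM (standard error 0.884, adjusted p = 0.000868), and ACO31 from 3.62 to 79.9 CPM (log2 fold change 4.41, adjusted p = 0.00197). ACCO1, with 57.0% of its reads unique, had a log2 fold change of 6.97 (adjusted p = 0.00099). Of 14 tested genes of ethylene biosynthesis and signalling, 8 rose, none fell and 6 did not pass the test (10 higher and 1 lower when adjusted over the list alone). The median log2 fold change was 1.99 (adjusted p = 4.23e-05 from camera, and adjusted p = 0.231 with an estimated correlation). Of the genes of endosperm storage proteins, 4 of 31 fell and 27 did not pass in this comparison. As a list they were lower (adjusted p = 8.08e-06 from camera, and adjusted p = 0.343 with an estimated correlation).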

Ethylene signaling and biosynthetic pathways were also significantly up-regulated in response to fungal pathogenesis, and many genes in those pathways were found to be co-expressed in the co-expression network with novel genes, or genes previously not associated with disease resistance. One of the ethylene genes found in the co-expression network, the ethylene signaling gene *EREB129*, an AP2ERE element binding protein-transcription factor (GRMZM2G016434), was found to have different connections (representing tight co-expression) within the network; it was linked with avr9/C-9 (GRMZM2G172695) an avirulence protein which has been shown to be involved in pathogen resistance studies involving *A. flavus*, *Cladosporium fulvum* (Chen et al., 2004; Rowland et al., 2005; Luo et al., 2008, 2011). 

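EREB129, on chromosome 5, and its named partner both rose. EREB129, a transcription factor of the AP2/EREBP family, went from 0.451 to 16.8 CPM between 12–18 and 72 hpi (standard error 0.984 on the log2 scale, adjusted p = 0.00188), and GRMZM2G172695 from 5.87 to 34.7 CPM (log2 fold change 2.53, adjusted p = 0.00406). Their M-values correlated at r = 0.915 and rho = 0.765 (permutation p = 1e-05 and 0.00018, the first being the smallest that 100000 permutations can give, adjusted p = 1e-05 and 0.000195). The value of r was 0.868 without the 2 most extreme libraries, 0.606 within the time course (n = 8) and 0.921 within the ears of 2011 (n = 12). EREB129 had 107 maize and 4 *A. flavus* connections. The family as a whole did not move 1 way. Of 28 tested AP2/EREBP genes, 6 rose and 2 fell (7 and 2 when adjusted over the list alone), with a median log2 fold change of 0.09 (adjusted p = 0.414 from camera). EREB85, another member, fell by 1.46 on the log2 scale (adjusted p = 0.00689).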

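A WRKY7 transcription factor, a cytochrome P450 and a chalcone isomerase family gene rose together with time in inoculated kernels. GRMZM2G137802, the WRKY7 gene, went from 4.89 to 34.6 CPM between 12–18 and 72 hpi (log2 fold change 2.79, adjusted p = 8.54e-05). GRMZM2G154828, the P450, rose from 29.3 to 838 CPM (log2 fold change 4.83, adjusted p = 0.000143), and GRMZM2G175076, of a family that acts in flavonoid synthesis, from 27.9 to 407 CPM (log2 fold change 3.86, adjusted p = 0.0013).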

*EREB108* was also found to be connected to (GRMZM2G137802), a WRKY7 transcription factor (GRMZM2G154828) a cytochrome P450 putative expressed gene, and to (GRMZM2G175076) a chalcone-flavanone isomerase family protein.

The ethylene-responsive transcription factor GRMZM2G474326 had 13 connections with multiple *Z. mays* genes including two reactive oxygen producing genes; (GRMZM2G087875) cytochrome P450, and AOX2, an alternative oxidase gene which had been implicated as being important in disease resistance by other studies (HanQing et al., 2010). Additionally, GRMZM2G474326 was found to be connected to (GRMZM2G104626) 3-ketoacyl-CoA synthase, and (GRMZM2G086869) haloacid dehalogenase-like hydrolase (HAD) superfamily protein. 

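GRMZM2G474326, on chromosome 3 from 198667814 to 198668962 (AGPv3), rose with all 4 of its named partners. It went from 2.24 ± 1.35 CPM at 12–18 hpi (SD, n = 5) to 34.7 ± 19.2 CPM at 72 hpi (SD, n = 4), a log2 fold change of 3.92 (standard error 0.659, adjusted p = 0.000544). The cytochrome P450 GRMZM2G087875 rose from 8.64 to 351 CPM (log2 fold change 5.32, adjusted p = 0.000131) and AOX2, which carries electrons past the later complexes of respiration, from 8.51 ± 6.88 to 316 ± 121 CPM (log2 fold change 5.21, standard error 0.795, adjusted p = 0.000255). The ketoacyl-CoA synthase GRMZM2G104626, which elongates fatty acids, rose from 6.18 to 37.8 CPM (log2 fold change 2.60, adjusted p = 0.00158) and the HAD family hydrolase GRMZM2G086869 from 4.49 to 117 CPM (log2 fold change 4.71, adjusted p = 0.000607). The r with GRMZM2G474326 was 0.973 for GRMZM2G087875, 0.955 for AOX2, 0.975 for GRMZM2G104626 and 0.977 for GRMZM2G086869, and rho was 0.956, 0.959, 0.968 and 0.964 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). When the 2 most extreme libraries are left out, r was 0.967, 0.956, 0.965 and 0.967, within the time course (n = 8) 0.976, 0.958, 0.920 and 0.964, and within the ears of 2011 (n = 12) 0.958, 0.928, 0.978 and 0.973. Normalizing maize apart gave 0.971, 0.949, 0.977 and 0.979. GRMZM2G474326 had 80 maize and 44 *A. flavus* connections.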

To our knowledge, these genes have not been previously implicated in disease resistance. Some of the other genes that were found to be linked to ethylene signaling related genes in this study, were experimentally determined to be involved in resistance to *Fusarium graminearum* (Hart et al., 2015).

### *A. flavus* Transport Genes

In *A. flavus*, a complex transport system is involved in secondary metabolism (Linz et al., 2011; Amare and Keller, 2014; Rohlfs, 2015). Specialized vesicles, aflatoxisomes, have been identified and were found to be involved in the transport of aflatoxin and other secondary metabolites (Chanda et al., 2010; Roze et al., 2011). 

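Of the transport genes of *A. flavus* named in the paper, 1 passed the test at 72 hpi against 24 hpi in edgeR and 3 did with DESeq2. AFLA_016950, the SNARE protein Snc2 of vesicle fusion, rose from 112 ± 87.5 CPM at 24 hpi to 350 ± 182 CPM at 72 hpi (SD, n = 4 each), a log2 fold change of 1.28 (standard error 0.487, adjusted p = 0.0895) that was lost in 12 alternatives. AFLA_057210, Vps17 of the retromer, stood at 68.7 and 108 CPM (log2 fold change 0.27, adjusted p = 0.779). Of 5 tested transport genes named in the paper, 1 rose and 4 did not pass the test (1 higher when adjusted over the list alone), with a median log2 fold change of 0.27 (adjusted p = 0.479 from camera). The study chose these genes on these libraries, so their count is not independent evidence of a direction. The median of all fungal genes was 0.12 in this comparison, 0.78 with DESeq2's size factors and 5.34 with both species normalized together.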

Multiple vesicular transport genes were detected among the genes induced after inoculation within the GEN for *A. flavus.* These were genes that are conserved across eukaryotes, including the SNARE protein Snc2 (AFLA_016950), Vacuolar protein sorting associated protein vps17 (AFLA_057210) and many others (**Supplementary Table S1**).

### Interspecies Networks of Gene Expression Correlation

One of the advantages of using GENs is the ability to identify interspecific gene expression correlations. The GEN was mined for interactions between *A. flavus* and *Z. mays*. This yielded a subnetwork of 2046 genes comprised of 102 *Z. mays* genes and 1944 *A. flavus* genes, and 9450 co-expression edges that crossed species (**Figure 3A**). 

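Some maize defense and oxidative genes correlated with fungal genes across the ears. The 21101 edges between the species joined 369 maize with 877 *A. flavus* genes. Of the tested genes of each list, 9 of 49 for reactive oxygen species, 7 of 16 for pathogenesis-related proteins and 2 of 26 for phytoalexin synthesis had such an edge. Fungal partners were most numerous for genes such as GRMZM2G020631 (574), which rose from 28.8 to 737 CPM between 12–18 and 72 hpi (log2 fold change 4.68, adjusted p = 5.29e-05), laccase 14 (522), OPR5 (494) and GRMZM2G420988 (457). In the joint table the number of edges depended on matched libraries. When the *A. flavus* libraries were shuffled against the maize libraries 100 times, no shuffle gave an edge between the species, and when they were shuffled within stages the highest of 100 gave 4308. A shuffle also parts the maize genes of an ear from its fungal share, so these counts cannot tell a link between genes from that share. The scale of the fungal values mattered as well. In a single table of both species every *A. flavus* gene carries the fungal share of the reads, and the median r of the selected fungal genes with log10 of that share was 0.896, against 0.188 with each species normalized apart, where no edge between the species was left. Over the 8 libraries of 48 and 72 hpi, which hold more fungal reads, 100893 pairs between the species reached 0.95 with both normalized together and 5409 with each apart. M-values as log2 of the ratio of rlog values, chosen after the data were seen, gave 4389 edges between the species. With differences of rlog values and without 1 library, the edges between the species ranged from 6243 to 57544. They numbered 57544 without the time-course ear of 48 hpi, 45720 without that of 42 hpi, 38168 without that of 72 hpi, and 13225, 8514 and 6243 without the 72 hpi ears 1, 2 and 3. Without the 72 hpi ear 3, 214 maize genes were left in it. The *A. flavus* genes numbered 544 without that ear, 558 without ear 2, 546 without the 24 hpi ear 1 and 1366 without the time-course ear of 48 hpi.

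**Figure D2:**
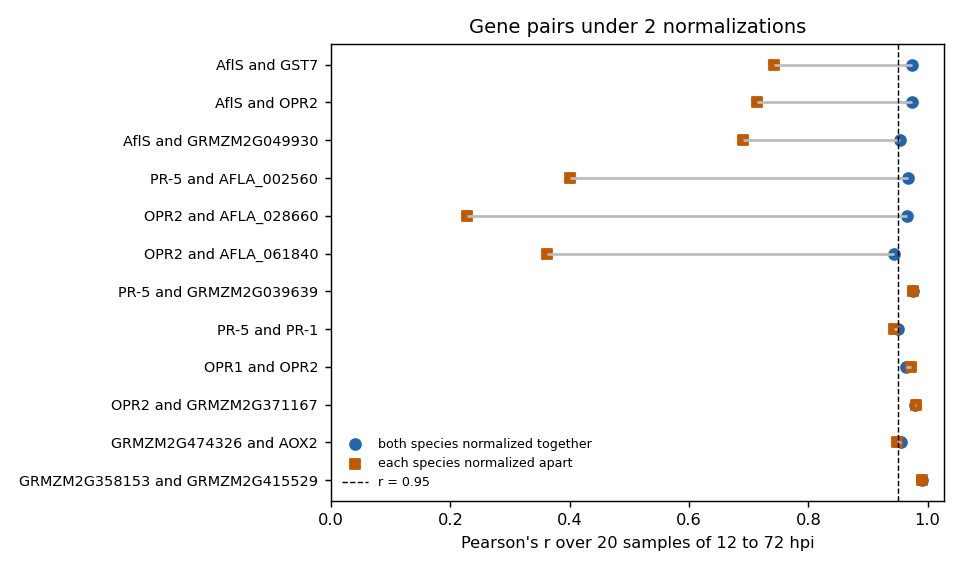
Pearson r over 20 libraries for 12 pairs of genes named in the paper, with circles for M-values from both species normalized together and squares for each species normalized apart. The dashed line marks 0.95, and pairs of 1 maize and 1 *A. flavus* gene lie below it when each species is normalized apart.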

Functional analysis was conducted on all 2046 genes. The 102 *Z. mays* genes were found to be involved in biological processes such as oxidation reduction (GO:0055114), oxidoreductase activity (GO:0016491), hydrolase activity (GO:0016787). 

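GST7, a glutathione *S*-transferase that detoxifies products of oxidative stress, lies on chromosome 3 from 149477875 to 149478958 (AGPv3). It rose from 1.07 ± 0.286 CPM at 12–18 hpi (SD, n = 5) to 289 CPM at 48 hpi and 842 ± 590 CPM at 72 hpi (SD, n = 4), a log2 fold change of 9.57 (standard error 1.22, adjusted p = 5.2e-05) at 72 hpi. At r of 0.95 or more it was joined to 292 *A. flavus* and 40 maize genes.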

One of the *Z. mays* genes, GST7, was connected with 776 *A. flavus* genes. The 776 *A. flavus* genes fell into different significant GO-terms including GO:0048193 (Golgi Vesicle Transport), and (GO:0030163) protein catabolic process (**Figure 3B**; Klionsky et al., 1990). An absence of maize intraspecific correlation was observed when these 102 genes were mined using the COB co-expression network (Schaefer et al., 2014). In *A. flavus*, the 1944 genes in the sub-network included genes involved in trehalose-related metabolic processes, transferase activity, and L-amino acid peptides-related peptidase activity.

**FIGURE 3:**
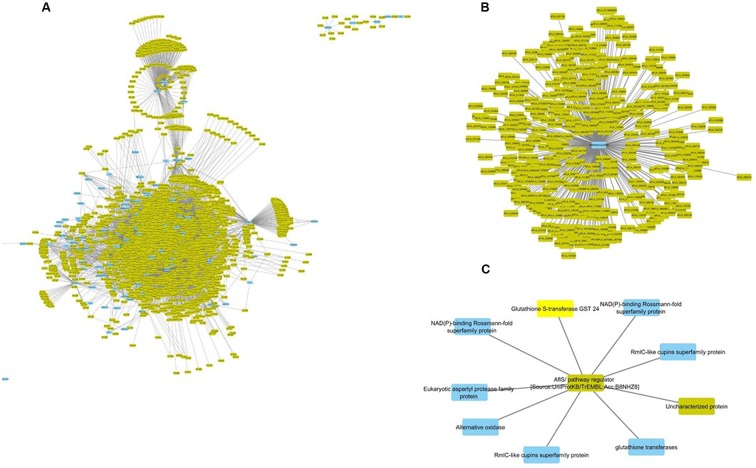
**Interspecific *Z. mays* and *A. flavus* co-expression network Pearson correlation analysis was performed on *Z. mays* and *A. flavus* genes to generate a cytoscape network.** The network contains edges (lines implying linkage) which had a Pearson correlation >0.95. Blue nodes (*Z. mays*) and yellow nodes (*A. flavus*) are found within the network. Within the network **(A)** represents the *Z. mays* genes that were found to be co-expressed with at least one *A. flavus* gene. **(B)** (GRMZM2G420988) Solute Carrier Protein which was found to be associated with 421 *A. flavus* genes. **(C)** Shows a subnetwork with the co-regulator for the aflatoxin cluster *AflS.*

The interspecies sub-network additionally revealed that many known resistance genes in maize are co-expressed with *A. flavus* genes. For example, the *Z. mays* pathogen resistance-5 gene (PR-5; GRMZM2G402631), which has been shown to be involved in systemic acquired resistance, was found to be correlated with AFLA_002560 (60S ribosomal protein) (Gómez-Ariza et al., 2007; Lanubile et al., 2015; Shu et al., 2015). This particular *A. flavus* ribosomal protein had previously been shown to be inhibited by antifungal activity (Delgado et al., 2015). Additionally, PR5 expression was correlated with 4303 *A. flavus* genes and 76 *Z. mays* genes that consisted of likely resistance gene candidates. 

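PR-5, a thaumatin-like antifungal protein of systemic acquired resistance, lies on chromosome 1 from 178035095 to 178036072 (AGPv3). It rose from 28.1 ± 13.0 CPM at 12–18 hpi (SD, n = 5) to 964 CPM at 48 hpi and 2224 ± 1755 CPM at 72 hpi (SD, n = 4), a log2 fold change of 6.30 (standard error 0.926, adjusted p = 0.000175). It stood among a group that rose nearly as a whole. Of 16 tested pathogenesis-related proteins and chitinases, 14 rose and none fell (14 when adjusted over the list alone), with a median log2 fold change of 3.56 (adjusted p = 1.17e-12 from camera, and adjusted p = 0.105 with an estimated correlation). CHIA, a chitinase that breaks fungal cell walls, went from 300 ± 117 to 5294 ± 2755 CPM (log2 fold change 4.14, standard error 0.575, adjusted p = 0.000113). PR-5 had 36 *A. flavus* and 21 maize connections. With AFLA_002560, the 60S ribosomal protein gene, r was 0.967 and rho 0.959 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs), 0.957 without the 2 most extreme libraries, 0.907 within the time course (n = 8), 0.973 within the ears of 2011 (n = 12) and 0.401 with each species normalized apart. Partial correlation of the pair given log10 of the fungal share, with both species normalized together, was 0.725. As part of the fungal reads AFLA_002560 fell from 1197 ± 471 CPM at 24 hpi to 543 ± 132 CPM at 72 hpi (SD, n = 4 each), a log2 fold change of -1.19 (adjusted p = 0.0556) that was lost in 8 alternatives and was 3.62 with both species normalized together.

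**Figure D3:**
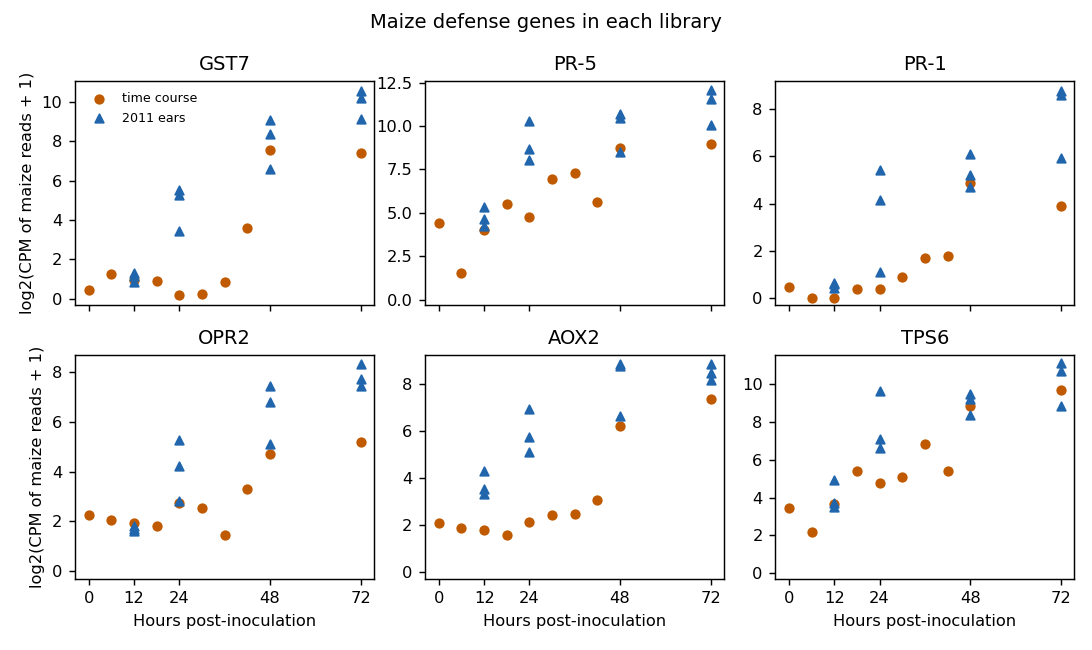
Expression of GST7, PR-5, PR-1, OPR2, AOX2 and TPS6 in each library as log2 of CPM of the maize reads plus 1, against hours post-inoculation, with 1 point per library, circles for the time course and triangles for the ears of 2011. Each gene is higher in every ear of 2011 at 72 hpi than at 12 hpi.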

The *Z. mays* gene included GRMZM2G039639, a Thaumatin family protein which has been shown to be transcriptionally up-regulated during host–pathogen interactions (Petre et al., 2011; Scarpari et al., 2014; Christensen et al., 2015). 

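A thaumatin family gene and PR-1 rose in step with PR-5. GRMZM2G039639, the thaumatin gene on chromosome 1, went from 4.19 ± 2.14 CPM at 12–18 hpi (SD, n = 5) to 808 ± 736 CPM at 72 hpi (SD, n = 4), a log2 fold change of 7.58 (standard error 1.04, adjusted p = 9.85e-05). PR-1, on chromosome 7 from 3487009 to 3488071 (AGPv3), rose from 0.332 ± 0.209 to 224 ± 218 CPM (log2 fold change 9.38, standard error 1.31, adjusted p = 0.000119) and had 141 *A. flavus* and 31 maize connections. With PR-5, r was 0.976 and rho 0.973 for GRMZM2G039639 and 0.950 and 0.946 for PR-1 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). Leaving out the 2 most extreme libraries gave r of 0.971 and 0.937, within the time course (n = 8) 0.962 and 0.917, and within the ears of 2011 (n = 12) 0.974 and 0.941. Normalizing maize apart left them at 0.975 and 0.944.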

The three other additional partners where two cytochrome P450 and PR-1 which has also been implicated in resistance to *A. flavus* (Guo et al., 2008; Lanubile et al., 2015).

The most important finding of the interspecies sub-network was the presence of secondary metabolism genes related to aflatoxin biosynthesis. 

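The aflatoxin cluster of *A. flavus* rose between 24 and 72 hpi nearly as a unit. Of 28 tested genes of the cluster (AFLA_139150 to AFLA_139430), 27 rose and none fell at 72 hpi against 24 hpi (28 higher when adjusted over the list alone). The median log2 fold change was 3.35 (3.335 with AFLA_139430, which has no read at 24 hpi, at its lower bound; adjusted p = 2.76e-33 from camera, and adjusted p = 0.0341 with an estimated correlation). AFLA_139300 rose from 142 ± 105 to 1839 ± 837 CPM of the fungal reads (SD, n = 4 each), a log2 fold change of 3.39 (standard error 0.508, adjusted p = 0.000182), and was already higher at 48 hpi (log2 fold change 3.86, adjusted p = 0.000219). AFLA_139250 rose from 113 to 1336 CPM (log2 fold change 3.29, adjusted p = 0.000221), AFLA_139270 from 50.7 to 842 CPM (log2 fold change 3.68) and AFLA_139320 from 97.8 to 1151 CPM (log2 fold change 3.28, adjusted p = 0.0006). AFLA_139430 was at 0 CPM in every 24 hpi library and at 37.3 ± 22.9 CPM at 72 hpi. The direction of AFLA_139200, AFLA_139250, AFLA_139270, AFLA_139300 and AFLA_139320 stayed the same in every alternative. The paper states that these genes formed a large interconnected module.

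**Figure D4:**
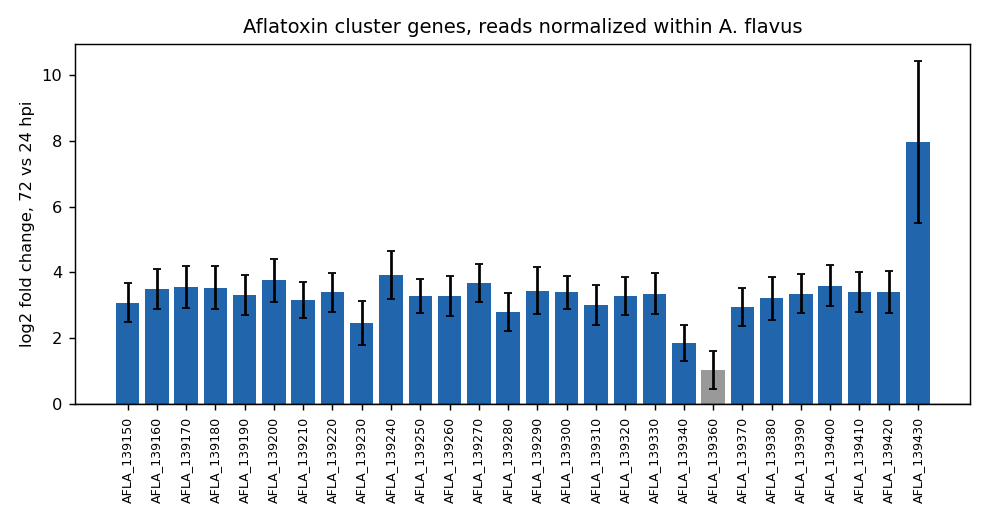
Log2 fold change of 28 genes of the aflatoxin cluster at 72 against 24 hpi (n = 4 libraries each), in order along the chromosome, with error bars for the standard error of edgeR's estimate. The grey bar, AFLA_139360, did not pass the threshold, and the tallest bar, AFLA_139430, had no reads at 24 hpi, so its height depends on the prior count.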

In fact, these genes formed a large interconnected module within the sub-network. 

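AflS (AFLA_139340), a co-regulator of the aflatoxin genes, lies on EQ963478 from 2219496 to 2220947 (JCVI-afl1-v2.0). Its level rose from 151 ± 24.9 CPM of the fungal reads at 24 hpi to 574 ± 233 CPM at 72 hpi (SD, n = 4 each), a log2 fold change of 1.85 (standard error 0.551, adjusted p = 0.0284), and was 1.84 higher on the log2 scale at 48 hpi (adjusted p = 0.0701). It was joined to 611 *A. flavus* and 58 maize genes. Without the time-course ear of 48 hpi it had 1122 fungal neighbours, and without the 72 hpi ears 2 and 3 398 and 352, while its maize neighbours numbered 124 without the 24 hpi ear 1. With each species normalized apart it had none of either.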

One of the key regulatory genes of the aflatoxin biosynthesis cluster, AflS (AFLA_139340 formerly AflJ), had a dense connection of 1169 genes (nine maize, 1160 *A. flavus*). It was also found to be co-regulated with seven *Z. mays* reactive oxygen species (ROS) production genes including a Rmlc-like cupin protein, a glutathione *S*-transferase and an alternative oxidase 3 (**Figure 3C**). 

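Many maize genes that make or remove reactive oxygen species rose, and some of them were neighbours of AflS. Of 49 tested genes of this kind, 28 rose, none fell and 21 did not pass the test at 72 hpi against 12–18 hpi (33 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.90 (adjusted p = 3.88e-15 from camera, and adjusted p = 0.0715 with an estimated correlation). Of the 49, 23 were selected for the network and 5 were neighbours of AflS, as were 58 of all 2741 selected maize genes. The RmlC-like cupin GRMZM2G049930, on chromosome 10, rose from 0.146 to 67.1 CPM (log2 fold change 8.57, standard error 1.32, adjusted p = 0.000312), and AOX3, an alternative oxidase, from 1.30 to 132 CPM (log2 fold change 6.60, standard error 1.10, adjusted p = 0.000506). Across 20 libraries AflS correlated with GST7 at r = 0.974 and rho = 0.952, with the cupin at r = 0.953 and rho = 0.952 and with AOX3 at r = 0.944 and rho = 0.943 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). With the 2 most extreme libraries left out, r was 0.960, 0.922 and 0.920, within the time course (n = 8) 0.981, 0.950 and 0.923, and within the ears of 2011 (n = 12) 0.977, 0.936 and 0.939. With each species normalized apart it was 0.742, 0.691 and 0.672. Partial correlation given log10 of the fungal share, with both species normalized together, was 0.767, 0.614 and 0.554. Over the same hours 4 of 31 genes of endosperm storage proteins fell and 27 did not pass. As a list they were lower (adjusted p = 8.08e-06 from camera, and adjusted p = 0.343 with an estimated correlation). The paper states that AflS was co-regulated with these genes of reactive oxygen production.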

The expression for this secondary metabolism module of genes was highly similar, which is why it formed such a hub in the co-expression network. Many of these *Z. mays* genes co-expressed with AflS were involved specifically in the production of peroxides, which have been typically shown to be involved in the response of plants to abiotic and biotic stress (Mori and Schroeder, 2004; Torres et al., 2006). For example, Rmlc-like genes are involved in the production of peroxides via oxalate oxidase (Lane et al., 1993). Multiple germin-like proteins similar to these are known to be present within the *Z. mays* kernel tissue. The group of maize genes linked to *AflS* also included genes reported to be indicators of resistance (induced upon infection and associated with resistance in breeding studies) such as AOX, an alternative oxidase (Simons et al., 1999; Fung et al., 2004).

*AflS* was also found to be co-regulated with 1162 *A. flavus* genes in the network; the aflatoxin cluster genes *AflX*, *AflE*, *AflW*, *AflV*, *AflK*, *AflL*, *AflN*, *AflM*, *AflH*, *AflS*, *AflA*, *AflD*, and *AflC* were all found to be co-expressed with *AflS*. 

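In *A. flavus*, 3 genes of vesicle transport correlated with AflS across ears when both species were normalized together, and none of the 3 passed the test between 24 and 72 hpi. AFLA_044000, of the COPI coat, stood at 363 CPM of the fungal reads at 24 hpi and 321 CPM at 72 hpi (log2 fold change -0.19, adjusted p = 0.865), AFLA_030110, of the COPII coat, at 86.2 and 98.2 CPM (log2 fold change -0.21, adjusted p = 0.846; the 24 hpi mean includes 0 CPM in the time-course ear, whose few fungal reads weigh less in the fit), and AFLA_092060, the Golgi to endosome protein Ent3, at 73.5 and 109 CPM (log2 fold change 0.87, adjusted p = 0.255, a call gained in 5 alternatives). None of the 3 was selected as differentially expressed. With both species normalized together the first and the second had log2 fold changes of 5.09 and 4.88. The M-values of AflS correlated at r = 0.981, 0.980 and 0.988 with AFLA_044000, AFLA_030110 and AFLA_092060, and at rho = 0.937, 0.955 and 0.958 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). When the 2 most extreme libraries are left out, r was 0.970, 0.967 and 0.987, within the time course (n = 8) 0.991, 0.938 and 0.990, and within the ears of 2011 (n = 12) 0.973, 0.981 and 0.984. With each species normalized apart it was 0.588, 0.476 and 0.498. Partial correlation given log10 of the fungal share, with both species normalized together, was 0.841, 0.828 and 0.917.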

*AflS* was also found to be co-regulated with *A. flavus* secretion and transport protein encoding genes including the endomembrane trafficking proteins COPI vesicle (AFLA_044000), COPII vesicle (AFLA_030110) and the Golgi to endosome transport protein Ent3 (AFLA_092060). This agrees with a previous report of *AflS* being found to interact with multiple *A. flavus* genes involved in transport and development (Ehrlich et al., 2012). It is to be noted that *AflR*, a known regulator of the aflatoxin biosynthesis cluster, was absent in our network. This is mainly due to its exclusion from the network since it did not meet the cut-off criteria used in the initial filtering of the differentially expressed genes (see Materials and Methods). Similarly, several *A. flavus* genes from the aflatoxin biosynthesis cluster were not present in the network.

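A single tested gene of the aflatoxin cluster missed the threshold. AFLA_139360 stood at 22.1 ± 19.0 CPM of the fungal reads at 24 hpi and 59.6 ± 16.8 CPM at 72 hpi (SD, n = 4 each), with a log2 fold change of 1.04 (standard error 0.572, adjusted p = 0.265) and 1.30 at 48 hpi (adjusted p = 0.27). The F test over stages gave an adjusted p of 0.363, so it was not selected. In the lists used here this gene is the regulator AflR, and the paper does not pair the name with an identifier. Its M-values followed those of AflS at r = 0.995 and rho = 0.964 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs), 0.992 without the 2 most extreme libraries, 0.995 within the time course (n = 8) and within the ears of 2011 (n = 12), and 0.686 with each species normalized apart. Partial correlation with AflS given log10 of the fungal share, with both species normalized together, was 0.958. The paper reasons that AflR is missing from the network because it did not meet the criteria of the filtering.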

### Network Analysis

One of the key advantages of working with GENs over utilizing a traditional clustering approach, is exploiting the ability of graph theory to assess genes of importance. A key metric, connectivity, which is a measure of how many genes a given gene is co-expressed with, can also be used to infer possible biological connections including physical interactions and shared common regulators. The connectivity of some of the genes in the GEN is shown in **Table 1**. This type of connectivity has been demonstrated in multiple interactomes, co-expression networks for humans (*Homo sapiens*), *A. thaliana* and *Z. mays* due to the overlap between interactomes and co-expression data (Wachi et al., 2005; Gu et al., 2011; Musungu et al., 2015). 

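The 19 tested maize genes of Table 1 all rose at 72 hpi against 12–18 hpi (19 when adjusted over the list alone), with a median log2 fold change of 6.79 (6.63 with genes without a control read at their lower bound, adjusted p = 1.06e-29 from camera, and adjusted p = 0.0715 with an estimated correlation). The study chose them on these libraries, so the count is not independent evidence of a direction. The germin-like gene GRMZM2G071390, of a family with oxalate oxidases, had no read in the 12–18 hpi libraries and 26.4 ± 24.7 CPM at 72 hpi (SD, n = 4), at least 280-fold higher against a floor of 3 reads over the group. The short-chain dehydrogenase GRMZM2G143669 rose from 0.225 to 75.7 CPM (log2 fold change 8.49, adjusted p = 1.79e-05), the carbonyl reductase GRMZM2G170017 from 12.7 to 1269 CPM (log2 fold change 6.63, adjusted p = 0.000348) and the methyltransferase GRMZM2G039009, with 42.3% of its reads unique, by a log2 fold change of 6.01 (adjusted p = 0.000395). GST8, a further glutathione *S*-transferase, rose to 149 CPM (log2 fold change 8.42, adjusted p = 5.45e-05) and had 417 connections.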

Among *Z. mays* genes, several ROS genes were found to have the largest number of connections in the network. For example, the *Z. mays* glutathione *S*-transferase 7 (GST7), which has been previously implicated in ROS (Mideros et al., 2014; Yin et al., 2014; Fountain et al., 2015), had 776 connections, while cytochrome P450 family 72 (GRMZM2G147752), also involved in oxidative stress, had 223 connections in the interspecies network. 

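The cytochrome P450 GRMZM2G147752, on chromosome 3 from 216957043 to 216959373 (AGPv3), rose from 0.374 to 57.2 CPM between 12–18 and 72 hpi (log2 fold change 7.07, standard error 0.886, adjusted p = 4.79e-05) and had 177 *A. flavus* and 75 maize connections. GST31, another glutathione *S*-transferase, rose from 31.7 to 717 CPM (log2 fold change 4.50) with the same adjusted p.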

Interestingly, the top 20 most connected genes in the network were *A. flavus* genes (**Table 2**). This group of genes includes *A. flavus* genes involved in the biosynthesis of methionine, carbohydrate metabolism genes such SNF1, and vesicular transport gene. 

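Fungal genes held each of the 20 highest connectivities, from 757 to 790, with AFLA_022030 first. With each species normalized apart, no *A. flavus* gene was among the 20 most connected, and the highest connectivity was 221. The genes of Table 2 did not pass the test between 24 and 72 hpi. Of 19 tested, none passed in edgeR (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05), while 10 were higher with DESeq2, whose size factors shift all fungal genes upward. The median log2 fold change in edgeR was 0.40 (adjusted p = 0.216 from camera, and adjusted p = 0.597 with an estimated correlation). The largest were AFLA_080160, with a log2 fold change of 0.88 (adjusted p = 0.296), and AFLA_103810, with 0.82 (adjusted p = 0.281). None of the 19 was selected for the network, and the study chose them on these libraries.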

The presence of highly co-regulated transport genes is not very surprising since endomembrane transport is a highly coordinated process. In fact, transport genes are typically found to be tightly connected in networks such as in the interactomes of *Z. mays*, *S. cerevisiae*, and *A. thaliana* (Yu et al., 2008; De Bodt et al., 2009; Musungu et al., 2015).

**Table 1:** Connectivity for the interspecific co-expression sub-network.

Gene ID	Annotation	Connectivity
CADAFLAG00013514	Unknown	1153
GST7	Glutathione *S*-transferase	776
GRMZM2G099467	Gibberellin 20 oxidase 2	561
GRMZM2G143669	Oxidoreductase short chain dehydrogenase	487
GRMZM2G049930	RmlC-like cupins superfamily protein	464
GRMZM2G157298	(GSTL2) glutathione transferase lambda 2	462
GRMZM2G071390	Germin-like protein	461
GRMZM2G320786	(LAC14) laccase 14	458
GRMZM2G087875	Cytochrome P450 superfamily protein	423
GRMZM2G334181	Putative DUF26 domain family protein	422
GRMZM2G420988	mitochondrial carrier protein putative expressed	421
GRMZM2G093092	*O*-methyltransferase family protein	354
AOX3	Alternative oxidase	332
GRMZM2G170017	Carbonyl reductase 1	272
GRMZM2G147752	(CYP72A14) cytochrome P450 family 72	233
GRMZM2G036365	Eukaryotic aspartyl protease family protein	205
GRMZM2G020631	NAD(P)-linked oxidoreductase superfamily protein	157
GRMZM2G148355	NAD(P)-binding Rossmann-fold superfamily protein	152
GRMZM2G466563	Calmodulin-binding protein	144
GRMZM2G039009	*S*-adenosyl-L-methionine-dependent methyltransferases	137

**Table 2:** Connectivity of the top 20 most connected genes in the gene co-expression network.

Gene ID	Count	Annotation
AFLA_003910	1572	Nuclear condensin complex subunit 3, putative
AFLA_055600	1568	1,2-dihydroxy-3-keto-5-methylthiopentene dioxygenase
AFLA_090380	1562	Chromatin remodeling complex subunit (Arp9), putative
AFLA_103750	1554	Phospholipase D1 (PLD1), putative
AFLA_022590	1554	YdiU domain protein
AFLA_080160	1553	UDP-*N*-acetylglucosaminyltransferase
AFLA_016890	1553	Rho GTPase activator (Lrg11), putative
AFLA_061950	1548	Autophagy-related protein 3
AFLA_051550	1547	Methylthioribulose-1-phosphate dehydratase
AFLA_027290	1544	Proteasome activator subunit 4, putative
AFLA_133590	1539	Cell polarity protein (Tea1), putative
AFLA_020340	1538	Sulfate transporter, putative
AFLA_027140	1535	ADAM family of metalloprotease ADM-B
AFLA_111310	1534	Monosaccharide-*P*-dolichol utilization protein, putative
AFLA_021530	1534	Putative uncharacterized protein
AFLA_127460	1531	SNF7 family protein
AFLA_130150	1530	NAD+ dependent glutamate dehydrogenase, putative
AFLA_103810	1529	Spindle poison sensitivity protein Scp3, putative
AFLA_041020	1529	Putative uncharacterized protein

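Genes joined by a path in the network lay few steps apart. The characteristic path length over the 1984 genes, a mean over connected pairs of any species, was 2.8041. Paths between maize and *A. flavus* genes were not measured on their own. The length was 3.2364 with each species normalized apart, where most edges joined 2 maize genes and none joined the species, and 2.4737 to 2.9465 without 1 library (lowest without the time-course ear of 48 hpi, highest without the 48 hpi ear 2).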

Further analysis of the GEN with the network analyzer module in Cytoscape revealed that the characteristic path lengths of the network was 2.773, which was smaller than the previously reported co-expression network for *A. thaliana* (5.065) (Cline et al., 2007; Carrera et al., 2009). This is likely due to the approach we used to select the input genes from the initial analysis of the network. In similar work described in the literature, all possible genes, as opposed to a select few, are sometimes used to generate co-expression networks (Schaefer et al., 2014). 

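Neighbours of a gene were often neighbours of each other, with a clustering coefficient of 0.5875 over maize and *A. flavus* genes. It was 0.3594 with each species normalized apart and 0.522 to 0.6406 without 1 library (lowest without the 24 hpi ear 1, highest without the time-course ear of 48 hpi).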

Our network, however, had a larger clustering coefficient of 0.606 in comparison to the reported 0.309 clustering coefficient in the *Arabidopsis* network.

### Module Discovery of the Gene Co-expression Network Utilizing MCODE

MCODE clustering analysis identifies highly interconnected subgraphs within the co-expression network to determine significant clusters (Bader and Hogue, 2003). Initial analysis of our network identified multiple modules specific to *Z. mays- Z. mays* that were either coordinately up-regulated or down-regulated (**Figure 4A**). A large number of the gene expression patterns in *Z. mays* and *A. flavus* are oscillatory in nature due, among other things, to the circadian rhythm. The network was split into two subnets as shown in (**Figures 4B,C**). In one of the down-regulated modules, a set of differentially expressed genes of *Z. mays* included carrier proteins, protein biosynthesis genes, and response to abiotic stress genes. Significant clusters determined by MCODE clustering coefficient had functions that were related to circadian rhythm and vacuolar processes and were down-regulated through all of the samples (**Figure 4C**). 

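Of 6 tested clock genes, none passed at 72 hpi against 12–18 hpi (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 in edgeR, and 0 with DESeq2), with a median log2 fold change of -0.06 (adjusted p = 0.414 from camera). Against 0–6 hpi the median was -0.35 (adjusted p = 0.277). Of the genes of endosperm storage proteins, 3 of 31 fell against 0–6 hpi and 28 did not pass (11 lower when adjusted over the list alone), with a median of -1.01 (adjusted p = 1.92e-09 from camera, and adjusted p = 0.226 with an estimated correlation). The alpha zein Z1A2_3, a storage protein with 9.69% of its reads unique, fell from 432 to 171 CPM between 12–18 and 72 hpi (log2 fold change -1.33, adjusted p = 0.00524). Of 13 tested genes of starch synthesis, 2 fell and none rose at 72 hpi against 12–18 hpi (1 lower when adjusted over the list alone), with a median of -0.29 (adjusted p = 0.0462 from camera, and adjusted p = 0.541 with an estimated correlation). SUS1, a sucrose synthase that feeds starch synthesis, went from 2500 to 1459 CPM (log2 fold change -0.78, adjusted p = 0.0861, a call lost in 7 alternatives). NIP3-1, a channel protein with 55.8% of its reads unique, fell by 1.26 on the log2 scale (adjusted p = 0.00656).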

Surprisingly, a number of heat shock proteins were also found to be significantly downregulated in these clusters; these genes are typically up-regulated during biotic stresses (**Figure 4C**; Chen et al., 2002; Jones and Dangl, 2006).

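Heat shock genes moved in both directions. Of 26 tested, 7 rose, 1 fell and 18 did not pass the test at 72 hpi against 12–18 hpi (8 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.76 (adjusted p = 0.0252 from camera, and adjusted p = 0.56 with an estimated correlation). Against 0–6 hpi, 2 rose and 2 fell (2 and 3 when adjusted over the list alone), with a median of 0.00, a mean of -0.53 and an adjusted p of 0.955. HSP18F (GRMZM2G083810), a small heat shock protein, stood at 3374 CPM at 0 hpi, 98.8 CPM at 6 hpi and a mean of 169 CPM at 72 hpi, so that its log2 fold change of -3.35 against 0–6 hpi (adjusted p = 0.0491) comes from the library of 0 hpi, and it stood at a log2 fold change of 0.26 against 12–18 hpi (adjusted p = 0.883). The chaperonin HSP60-1 fell by 0.67 on the log2 scale against 12–18 hpi (adjusted p = 0.0908, a call lost in 9 alternatives). HSP90-1, a chaperone of signalling proteins, rose by a log2 fold change of 1.98 (adjusted p = 0.0541, a call lost in 5 alternatives), and the heat shock factors HSFB and HSF05 (GRMZM2G133023) rose by 1.22 (adjusted p = 0.009) and 1.72 (adjusted p = 0.00442).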

**FIGURE 4:**
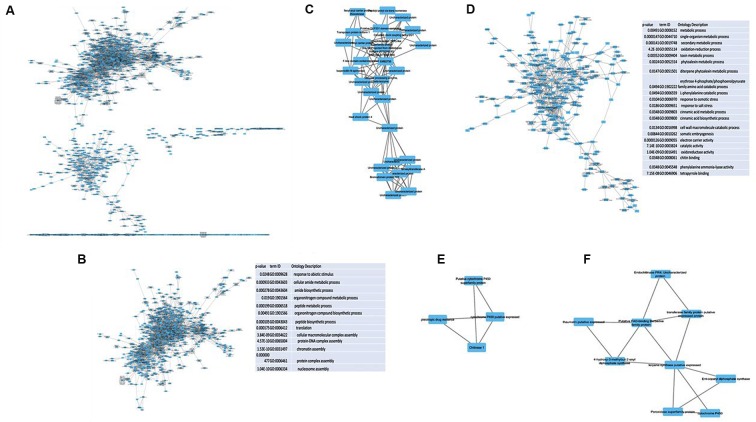
**(A)** Mcode Analysis of the *Z. mays* to *Z. mays* subnetwork from the gene co-expression network (GEN) was performed. **(B,D)** Shows subnetworks and the functionally enriched terms present within each of subnets that had greater than two interactions. **(C,E)** Show the genes that had the largest clustering coefficient in the subnetworks. **(C)** Represents the mcode analysis of **(B,E,F)** represents **(D)**. For the tables show expression of the columns were order by a relative to the abundance of *A. flavus*. The gene ontology values were calculated using gprofiler and only significant terms were kept in the table (FDR <0.1).

Multiple genes related to resistance to pathogens are visualized in one of the subgraphs featuring up-regulated genes (**Figure 4D**). These genes were highly enriched for fungal specific responses, including the production of phytoalexins and chitin sensing, as well as for abiotic stress response. This sub-network seems to represent an up-regulated defense module. **Figure 4E** displays a subgraph with 4 *Z. mays* genes including (GRMZM2G358153) chitinase 1, GRMZM2G161472 (cytochrome P450), GRMZM2G122654 (cytochrome P450) and GRMZM2G415529 (pleiotropic drug resistance 11). 

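Part of the genes of phytoalexin synthesis and a chitinase rose with time in inoculated kernels. Of 26 tested genes of phenylpropanoid, benzoxazinoid and terpenoid phytoalexin synthesis, 12 rose and 1 fell at 72 hpi against 12–18 hpi (14 and 1 when adjusted over the list alone), with a median log2 fold change of 0.93 (adjusted p = 4.23e-05 from camera, and adjusted p = 0.231 with an estimated correlation). TPS6, a terpene synthase of zealexin synthesis on chromosome 10, rose from 21.2 ± 14.0 CPM (SD, n = 5) to 1278 ± 779 CPM (SD, n = 4), a log2 fold change of 5.90 (standard error 0.798, adjusted p = 8.54e-05). AN2, a diterpene synthase of kauralexin synthesis on chromosome 1, rose from 8.17 to 312 CPM (log2 fold change 5.23, adjusted p = 0.000364), and C2, the chalcone synthase of flavonoid synthesis, from 7.25 to 100 CPM (log2 fold change 3.74, adjusted p = 0.00193). Chitinase 1 (GRMZM2G358153), on chromosome 4, went from 27.5 to 517 CPM (log2 fold change 4.22, standard error 0.731, adjusted p = 0.000682), the P450 genes GRMZM2G161472 from 10.9 to 202 CPM (log2 fold change 4.19, adjusted p = 0.000395) and GRMZM2G122654 from 10.6 to 542 CPM (adjusted p = 0.000492), and the drug resistance transporter GRMZM2G415529 from 12.8 to 229 CPM (log2 fold change 4.14, adjusted p = 0.000293). Chitinase 1 correlated with GRMZM2G161472 at r = 0.983 and rho = 0.949 and with GRMZM2G415529 at r = 0.990 and rho = 0.980 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). Leaving out the 2 most extreme libraries gave r of 0.974 and 0.985, within the time course (n = 8) 0.934 and 0.977, and within the ears of 2011 (n = 12) 0.995 and 0.991. Endosperm storage genes numbered 4 lower of 31, with 27 that did not pass. As a list they were lower (adjusted p = 8.08e-06 from camera, and adjusted p = 0.343 with an estimated correlation). The paper proposes that this sub-network represents an up-regulated defense module.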

The chitinase 1 gene has been often shown to be involved in resistance to pathogens. Moreover, MCODE pulled a gene subnetwork with a nine gene module believed to be related to pathogen resistance (**Figure 4F**). The module included (GRMZM2G129189) Endochitinase PR-4, which has been associated to the resistance to *A. flavus* and to other ear rots causing fungi (Wang et al., 1996; Borad and Sriram, 2008; Sels et al., 2008; Fountain et al., 2010).

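The endochitinase PR-4 (GRMZM2G129189), a chitin-binding protein on chromosome 5, rose from 18.8 CPM at 12–18 hpi to 149 CPM at 72 hpi (log2 fold change 2.97, standard error 0.643, adjusted p = 0.00387).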

Similar steps were taken to identify highly interconnected subgraphs within the *A. flavus-A. flavus* network. 

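In *A. flavus*, 3 genes that correlated with AflS rose between 24 and 72 hpi. AFLA_081900, on EQ963472 from 2587221 to 2587583 (JCVI-afl1-v2.0), had the largest increase among the fungal genes named in the paper, from 175 ± 153 CPM of the fungal reads at 24 hpi to 4977 ± 748 CPM at 72 hpi (SD, n = 4 each), a log2 fold change of 4.60 (standard error 0.648). AFLA_139200, which lies in the aflatoxin cluster, rose from 16.1 ± 12.0 to 290 ± 129 CPM (log2 fold change 3.77, standard error 0.653, adjusted p = 0.000727), and AFLA_120990, an *O*-methyltransferase on EQ963485, from 25.5 ± 18.2 to 246 ± 65.7 CPM (log2 fold change 2.93, standard error 0.545, adjusted p = 0.00124). With AflS r was 0.972 and rho 0.905 for AFLA_081900, 0.975 and 0.914 for AFLA_139200, and 0.980 and 0.928 for AFLA_120990 (every permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs). With the 2 most extreme libraries left out, r was 0.956, 0.967 and 0.974, within the time course (n = 8) 0.885, 0.944 and 0.925, and within the ears of 2011 (n = 12) 0.978, 0.974 and 0.984. With each species normalized apart it was 0.737, 0.797 and 0.727. Partial correlation given log10 of the fungal share, with both species normalized together, was 0.904, 0.89 and 0.91. They had 676, 418 and 705 connections.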

One module contains the aflatoxin cluster genes, including *O*-methyltransferase (AFLA_120990), *O*-methylsterigmatocytsin oxidoreductase (AFLA_139200), Noranthrone monoxygenase (AFLA_081900) as well as a previously uncharacterized gene (AFLA_081900) which may represent a new gene associated with the aflatoxin biosynthesis pathway.

### Interactome Overlap

Interactomes have been noted to overlap with gene co-expression, presumably due to the selection toward improved efficiency in forming pathways and protein complexes (Bhardwaj and Lu, 2005). Therefore, *Z. mays* genes that were present within the GEN were mined for any potential physical connections in the maize interactome PiZeaM (Musungu et al., 2015). Of the 102 *Z. mays* genes that were found in the interspecies GEN (**Figure 3**), a small subnetwork of interacting proteins and first neighbors was identified. None of the *Z. mays* genes in that protein interactome subnet were significantly co-expressed in the GEN. Many of these proteins were involved in defense specific responses, such as oxidative stress pathway and jasmonic acid pathway, and thus may represent plant and maize specific patterns of co-expression not likely to be identified using the interlog method that produced the maize interactome. In the first neighbor analysis of the interactome proteins, we found multiple resistance genes that can be utilized for further investigation, such as OPR2. The interactome subnetwork analysis revealed that OPR2 was the largest hub, and that it interacted with heat shock proteins, glutathione proteins and PAD-1 domain containing proteins. Some of these genes have been previously implicated in resistance (**Figure 5**; Ferrari et al., 2003).

**FIGURE 5:**
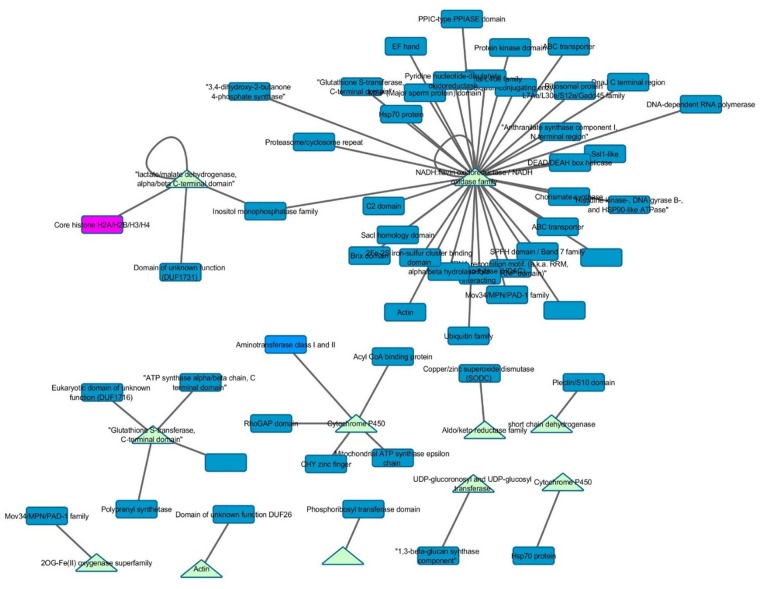
**Gene co-expression and interactome overlap network.** Genes found in the interspecies co-expression network (baits) were mined in the predicted maize interactome (PiZeaM) to determine novel interacting protein partners (preys). Triangles indicate that a gene is a bait gene from the static co-expression network and rectangles indicate first neighbors within the interactome.

## Discussion

This work represents the first cross species co-expression network study of maize and *A. flavus*, and is also the first *A. flavus* co-expression network study to our knowledge. Our approach was taken to allow the mining of the data for non-traditional information in order to determine significant pathways that are correlated in *A. flavus* and *Z. mays*. The GENs are beneficial tools that are able to address questions dealing with complex biological systems. Because of the benefits of these types of analyses, RNA-seq gene expression data from an *A. flavus*/*Z. mays* time course experiment was used to identify novel genes of interest that are involved in this interaction. Initial analysis of the network demonstrated key properties that are shared with co-expression studies such as the high density of edges produced from the data set. One of the benefits from the gene co-expression analysis is the ability to infer the functional characteristics of a group of interacting genes. It also permits the analysis of genes that can otherwise be lost when doing QTL analysis for polygenic resistance studies. When combining these benefits with systems biology, it is possible to build networks of interest that allow for the use of guilt by association to infer possible common regulators of co-expressed genes and pathways. Moreover, GENs allow the use of *a priori* information to mine for new hypotheses.

In this analysis, novel genes identified by clustering and network analysis may be involved in aflatoxin production and transport, maize resistance to pathogens, and possibly host recognition. The central importance of jasmonate, ethylene, and ROS is clearly evident on the maize side, as is the co-expression linkage between pathogen toxin production and transport. Gene correlations were also detected across species. This subnetwork was highly asymmetric, with only 102 maize genes and 1944 pathogen genes. For the 102 maize genes that were found in the co-expressed network, it was determined that their functions were highly related to resistance to pathogens. This was seen by the presence of genes such as PR1and PR5. This is highly unusual, as roughly equal numbers of maize and A. *flavus* genes were differentially expressed, thus equivalent numbers of genes for host and pathogen co-expression would be expected by random chance. That *A. flavus* had almost 20 fold more genes than maize that responded across species may indicate that the pathogen was closely monitoring and responding to the host through these 102 key maize genes. These “pathogen” genes may thus represent part of the host recognition and response gene pathways.

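On the maize side, 369 of the 2741 selected genes had a fungal partner, among them GST7, PR-1, PR-5, OPR2 and AOX3, and on the *A. flavus* side 877 of 915. Each list behind these numbers differs in size, and each fungal gene carries the fungal share of the reads, with which 69 fungal and 10 maize genes correlated at 0.95 or more. With each species normalized apart, 0 fungal and 7 maize genes did so. From the larger number of pathogen genes, the paper proposes that *A. flavus* monitored and responded to the host through a few key maize genes.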

One of the beneficial aspects of GENs is the ability to use them to complement the data generated from differentially expressed genes studies. One of the interesting findings in this study that correlates with previously reported research is the importance of *Z. mays* genes, such as LOX4, LOX6, OPR1, OPR2, in the *A. flavus/Z. mays* interaction. 

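LOX4, a lipoxygenase that oxidizes linoleic and linolenic acid, rose from 31.1 ± 9.85 CPM at 12–18 hpi (SD, n = 5) to 106 ± 53.7 CPM at 72 hpi (SD, n = 4; standard error 0.481 on the log2 scale, adjusted p = 0.0175) and had 86 connections, each to a maize gene. LOX6, a plastid lipoxygenase, stood at 38.5 and 28.2 CPM (log2 fold change -0.46, adjusted p = 0.332).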

In this study, these genes were captured in the GEN. Also identified in the GEN were *A. flavus* genes related to transport signaling, such as COPI and COPII, as well as the ROS production genes in *Z. mays* AOX, peroxidase, and glutathione *S*-transferase. This matches previous studies reporting that mutations in lipoxygenases in *Z. mays* can have downstream effects on disease development and on aflatoxin production (Burow et al., 1997; Park et al., 2010; Scarpari et al., 2014; Throckmorton et al., 2016). Additionally, the GEN developed in this study revealed that several genes involved in ethylene induction are correlated with multiple *A. flavus* genes, exposing another facet of the interaction between *A. flavus* and *Z. mays*. This correlation could reflect one of the mechanisms *A. flavus* employs to respond to *Z. mays* ROS producing enzymes.

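Several ethylene genes had fungal partners at r of 0.95 or more. ACO15 had 12, ACCO1 4, ACS47 4 and ACO31 1. Over the same 20 libraries no pair between the species reached the threshold with each species normalized apart.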

To fully exploit an *A. flavus* predicted protein–protein interactome (SUBEDI et al., 2015) multiple clustering, and GEN analyses were used. The generated data complemented the co-expression analysis, and multiple *A. flavus* genes were found to play a significant role in the *A. flavus/Z. mays* interaction as revealed in GENs and by K-means clustering. In fact, a hub containing 128 genes of interest was found to be co-expressed with secondary metabolite genes and transport genes in *A. flavus*. Each one of these 128 genes was mined in the String database of *A. flavus* to determine which genes should be considered as candidates for further studies (Szklarczyk et al., 2015). Interestingly, the gene (AFLA_026380) UbiD/Ubi4 was a center hub in the network interacting with multiple vesicle, endosome, and carbohydrate metabolism genes. This gene also interacted with (AFLA_025590) PalF, a pH regulator, and (AFLA_049870) AreA, a nitrogen regulator. This interaction is a key one because it has not been reported in previous studies, and involves two key domains involved in pH and nitrogen metabolism (Ehrlich et al., 2005; Tudzynski, 2014). Moreover, UbiD, also ranked the highest by connectivity in the *A. flavus* interactome (PiAF; SUBEDI et al., 2015), which reflects the biological importance of this protein.

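AFLA_026380 (UbiD), on EQ963473 from 935482 to 936540 (JCVI-afl1-v2.0), was joined to 725 *A. flavus* and 35 maize genes, the 17th highest connectivity. It stood at 710 ± 487 CPM of the fungal reads at 24 hpi and 1924 ± 165 CPM at 72 hpi (SD, n = 4 each), with a log2 fold change of 1.32 (standard error 0.53, adjusted p = 0.107), and was selected by the F test over stages (adjusted p = 0.0136). AFLA_049870 (AreA), a nitrogen regulator on EQ963483, rose from 35.4 ± 36.2 to 159 ± 52.9 CPM (log2 fold change 1.82, standard error 0.556, adjusted p = 0.0321), a call lost without the 24 hpi ear 1 or 2. AFLA_025590 (PalF), of the pH signalling pathway, rose from 34.9 to 105 CPM (log2 fold change 1.39, adjusted p = 0.0938), a call lost in 10 alternatives, and had no place in the network. Of the 5 regulators named in the paper, 3 rose and none fell (5 higher when adjusted over the list alone), with a median of 1.39 (adjusted p = 0.00723 from camera, and adjusted p = 0.0924 with an estimated correlation), in a list the study chose on these libraries. With AflS, r was 0.987 and rho 0.991 for AFLA_026380 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 51 pairs), 0.985 without the 2 most extreme libraries and within the ears of 2011 (n = 12), 0.988 within the time course (n = 8) and 0.828 with each species normalized apart. Partial correlation given log10 of the fungal share, with both species normalized together, was 0.9.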

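Some oxidative and defense genes of maize passed the test at 48 hpi against 0–6 hpi, and none of the genes named in the paper passed at 24 hpi. At 24 hpi GST7 stood at a log2 fold change of 4.57 (adjusted p = 0.252), CHIA at an adjusted p of 0.128 and PR-5 at 5.47 (adjusted p = 0.181). By 48 hpi, GST7 had risen by 8.24 (adjusted p = 0.0457), AOX2 by 6.50 (adjusted p = 0.035), TPS6 by 6.29 (adjusted p = 0.035), GRMZM2G143669 by 6.89 (adjusted p = 0.0309) and PR-1 by 7.69 (adjusted p = 0.0847), each against 0–6 hpi (n = 2). Every maize call at 48 hpi is lost without the library of 0 hpi or that of 6 hpi (0 genes in edgeR, 1517 and 1934 at an unadjusted p under 0.05, not run in DESeq2). Over 0–6 to 72 hpi, 25 of 49 tested genes of reactive oxygen species rose and none fell (34 when adjusted over the list alone), with a median log2 fold change of 1.32 (adjusted p = 1.67e-17 from camera, and adjusted p = 0.0805 with an estimated correlation). Of 16 pathogenesis-related genes 14 rose (15 when adjusted over the list alone), with a median of 5.28 (adjusted p = 7.18e-14 from camera, and the same 0.0805 with an estimated correlation). The group at 0–6 hpi holds 2 libraries of the time course alone.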

Another interesting result from this study is the revealed importance of ROS in both *A. flavus* and *Z. mays* during the early interaction between these two organisms. The generated GEN reveals an extensive co-regulation of *A. flavus* genes involved in the aflatoxin biosynthesis cluster involving and *Z. mays* ROS genes. For instance, *AflJ/S* was found to be co-regulated with multiple *Z. mays* resistance genes that are known to be involved in the production of peroxides. This is, to our knowledge, the first report demonstrating that this interaction may be occurring during the early interaction between *A. flavus* and *Z. mays.* It also reveals one of the potential roles of *AflJ*/*S* which probably has multiple functions as demonstrated by transformation studies with *AflJ/S* orthologs (Chettri et al., 2015). It is to be noted here that the majority of the previously reported studies investigating genes such as AP-1, AtfB, Hsf-2, Skn-7, and Msn2-4, which are known regulators of ROS, were performed in culture and therefore not necessarily reflective of what actually occurs during the interaction between a pathogen and its host (Reverberi et al., 2005, 2008, 2010).

## Conclusion

This work goes beyond the identification of genes relying primarily on differential expression of genes and uses GENs to infer functions of interest in *A. flavus* and *Z. mays*. Novel information from this study shows that *A. flavus* utilizes different mechanisms in response to the induction of resistance genes in *Z. mays* during the early interaction between the two organisms.

## Accession Number

NCBI Accession Number SRP082421.

## Author Contributions

Field work and RNA extraction was done by GO and GP. The data was analyzed by BM and MG. The manuscript was written and edited with BM, DP, AF, GP, and RB.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

FIGURE S1 **A random matrix of counts was converted to M-values (see Materials and Methods) and Pearson correlation values were calculated.** The random correlation values are represented by the light blue color and yellow represents the differentially expressed correlation values for *Aspergillus flavus* and *Zea mays.* Additionally to determine if the distributions were significantly different a Kolmogorov–Smirnov test two sided was performed and significant *p*-value 2.2e × 10^–16^, *D* = 0.40356.

TABLE S1 **Gene expression matrix for correlation analysis**.

TABLE S2 **Data from K-means clustering analysis**.

# Supplementary material for: A Network Approach of Gene Co-expression in the Zea mays/Aspergillus flavus Pathosystem to Map Host/Pathogen Interaction Pathways
**Source:** Front Genet. 2016 Nov 21;7:206. doi: 10.3389/fgene.2016.00206
**Supplement:** Supplementary file 1

This link contains access to the supplemental expression data hosted at gene express omnibus. It will also contain the CLC output files for the gene expression data.

**The following link has been created to allow review of record GSE85860 while it remains in private status:**

[**http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=crwvyiuuttollwf&acc=GSE85860**](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=crwvyiuuttollwf&acc=GSE85860)

**Please note the following points:**

**- This link allows anonymous, read-only access to GSE85860 and associated accessions;**

**- You should send the link to the journal editor when you submit your manuscript -- the editor will circulate the link to reviewers requiring access to your private data;**

**- Do not include this link in your publication. For information on GEO linking and citing, please refer to** [**http://www.ncbi.nlm.nih.gov/geo/info/linking.html**](http://www.ncbi.nlm.nih.gov/geo/info/linking.html)**;**

**- Please contact us at**  **if you need to revoke access from this link**

**Regards,**

**The GEO Team**

How the deposited data were processed for this re-analysis (not part of the article)

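The data are RNA-seq read counts of maize kernels infected with *A. flavus*, 22 libraries of 1 ear each, from a time course of 10 ears and from 12 ears of 2011. The authors trimmed and mapped the reads with CLC workbench 4.9 at default settings to the gene models of maize (B73 RefGen 3) and *A. flavus* and checked the reads with FastQC, whose version is not given in the sources used here. The deposited tables hold, for each gene model, unique reads, total reads and RPKM. The unique and total read counts, as deposited by the authors, were neither scaled nor filtered after the mapping, and RPKM was not used here. The copies of a gene model listed more than once at the same coordinates were summed. Each library took its hour and series from the sample labels. No library was left out of the tables. Names of maize genes came from RefSeq where 1 gene matched by name or synonym (17541 of 35063 gene models with a total unique count above 1, of which 253 have a symbol other than a locus number) and otherwise from the paper.

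Counts of each species were tested apart in edgeR 4.0.16 (R 4.3.3) with TMM factors, filterByExpr by stage, the quasi-likelihood fit and test, and an adjusted p (Benjamini and Hochberg) under 0.1. Stage was the only term. Maize comparisons were 24, 48 and 72 hpi against 0–6 hpi and 72 hpi against 12–18 hpi, and *A. flavus* comparisons were 48 and 72 hpi against 24 hpi. An F test over stages selected genes for co-expression. Lists of genes were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, where at least 5 members were tested. The lists were pathogenesis-related proteins and chitinases, genes of reactive oxygen species, ethylene, jasmonate and phytoalexin synthesis, heat shock proteins, WRKY and AP2/EREBP transcription factors, clock genes, markers of endosperm storage, starch, embryo, aleurone and photosynthetic tissue, the aflatoxin, aflatrem, cyclopiazonic acid and kojic acid clusters, conidiation and velvet regulators, and the genes of Table 1, Table 2, the regulators and the transport genes that the paper names. The last 4 were chosen by the study on these samples. Lists of vesicle transport and ribosomal proteins by description matched 0 genes.

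Rlog values came from DESeq2 1.42.0, blind to stage, over genes with a total unique count above 1. M-values are differences from the mean of the 0 and 6 hpi libraries. An edge is a Pearson r of 0.95 or more over 20 libraries. K-means used absolute Pearson correlation with 10 random starts each for 10 and for 100 clusters. Principal components used the 500 genes of highest variance of each species, as plotPCA does. Permutation tests used 100000 permutations where enumeration was not possible, and 51 pairs of genes or of a gene and the share form the family over which correlations were adjusted. The permutations of pairs ignored the hour, and the study chose many of the pairs on these libraries. Python 3.11 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the network, the tests of pairs and the figures.

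Genes were named by a rule set before the data were examined. It takes every gene the paper names, up to 4 genes of each list by smallest adjusted p, and, for the comparisons of 72 hpi against 0–6 and 12–18 hpi in maize and against 24 hpi in *A. flavus*, the 10 largest increases and the 10 largest decreases past the threshold with a mean of at least 5 CPM, no overlap between the groups and a symbol or description. The values in the paper's tables had been seen.

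The method was tested on simulated data in which 200 genes were changed. Of 50 maize genes changed 2, 4, 8 and 16-fold each, 24, 76, 90 and 92% were found at 72 hpi against 12–18 hpi, with 9 false calls among 23076 tested genes. Of 50 *A. flavus* genes each, 12, 80, 90 and 94% were found at 72 hpi against 24 hpi, with 15 false calls among 4536. In a simulated network of 265 genes, 730 of 730 planted edges were found and 0 others. The planted genes had nearly identical profiles, and no read counts, normalization or fungal share were simulated. That simulation checks the counting of edges alone, not the network reported here. The alternatives were DESeq2, RLE factors, total gene reads, no filter beyond a total count above 1, an adjusted p under 0.05, 0 hpi alone as the control, series as a covariate, a term for replicate number, ears of 2011 or the time course alone, both species normalized together, each library left out in turn, and, for co-expression, each species normalized apart, log2 of CPM plus 1, Spearman correlation, r of 0.90 or more, absolute r, partial correlation given the *A. flavus* share, at least 10 unique reads in at least 4 libraries, all 22 libraries, 48 and 72 hpi alone and genes selected by DESeq2.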

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

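The comparison of library sizes and the alternatives that split the reads of 48 and 72 hpi by species, form the M-value as a ratio, select genes from a joint normalization, leave out the time-course libraries of 24 to 42 hpi or leave out the CADAFLAG features were chosen only after the results were seen. The splits of the libraries, the interaction test between the series, the test of the share within hours and the maize response score were also set after the files were opened. All other alternatives and the tests of genes, lists, pairs and edges were chosen before the data were examined.

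The time-course ear held a lower share of *A. flavus* reads than each ear of 2011 at 12, 24, 48 and 72 hpi, and its 48 hpi library lay far from the others on the first principal component of *A. flavus*, at -28.2 against 20.82 to 28.27 in the ears of 2011 (1 such library in 45 groups of libraries looked at, where chance gives about 1 in 20). A smaller library is argued against as the reason, since at 4 of the 4 hours the time-course library lay within or above the range of the 2011 libraries. At 24, 48 and 72 hpi it was larger than every 2011 library (13082069 unique reads against at most 6466741 at 24 hpi). Library size in general thus goes with the series and cannot be told apart from it. A slower infection that the maize response follows may be the reason, and the test of it left this open. The maize response score, made from 3690 higher and 2344 lower genes chosen for their change to 72 hpi in the ears of 2011, so that the high score of those ears at 72 hpi is partly built in, lay for the time-course ear below every ear of 2011 at 2 of the 3 later hours (0.99 against 1.04 to 1.90 at 48 hpi, and 1.26 against 2.23 to 3.17 at 72 hpi) but not at 24 hpi (0.63 against 0.62 to 1.90). At 12 hpi the score of the time-course ear, 0.65, lay above every ear of 2011 (-0.08 to 0.16), whose low score at that hour is partly built in as well. The labels give no year for the time course, so a difference of field year or day between the series cannot be told apart from a slower infection.

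Edges between the species numbered 21101 with both species normalized together. Chance without matched libraries and differences between stages alone are argued against, since 0 of 100 shuffles reached as many (highest 0 in all shuffles and 4308 in shuffles within stages). The shuffles also part the maize genes of an ear from its fungal share, so they cannot tell a link between genes from that share. The normalization of both species as 1 table, in which fungal genes follow the fungal share of reads, is a candidate explanation, since 0 edges were left with each species normalized apart. Whether low fungal counts in the early libraries hide edges between the species stays open. Over the libraries of 48 and 72 hpi, 5409 pairs were found with each species normalized apart. The highest of 100 shuffles gave 1421 and the median 206, so part of these pairs can arise without matched libraries. Those shuffles were not kept within hours or series, so differences of hour or series alone may add pairs. In this setting AflS had 0 maize neighbours, and the 19 genes of Table 1 had 0 to 34 fungal partners. By partial correlation given the fungal share 39 edges were left, between 6 maize and 38 fungal genes, and whether these reflect a response of maize genes to particular fungal genes stays open.

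Between 24 and 48 hpi, 251 *A. flavus* genes changed, and chance cannot be excluded as the source of that number. Of the 35 splits of the 8 libraries, 4 gave as many, and the highest other gave 330, with the time-course libraries of 24 and 48 hpi exchanged. That split still parts the ears of 2011 by hour, and within those ears alone 1710 genes changed. For the 3 other results tested by splits, no other split that was tried gave as many genes, and the comparisons with 0–6 hpi (n = 2) were not split. With 35 splits the real one can at best be 1 of 35, and where 100 splits were used they were a sample of those possible. The maize change from 12–18 to 72 hpi called 4620 genes (highest of the other splits 2926, 1 of 100 splits as large, the real one), the *A. flavus* change from 24 to 72 hpi 903 (271, 1 of 35) and the *A. flavus* selection 915 (371, 1 of 100). The maize split with 2926 genes parts 4 libraries of 12 hpi from the rest, so it is the real grouping with only the library of 18 hpi moved.

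An interaction test compared the change in the time course with that in the ears of 2011. With 1 time-course ear per hour, all of its spread comes from the ears of 2011, so a difference of single ears cannot be told apart from one between the series. Of 21556 maize genes, 59 differed at 48 hpi against 12 hpi (32 with a higher and 27 with a lower change in the time course) and 473 at 72 hpi against 12 hpi (227 and 246), while 0 did at 24 hpi in edgeR (656 at an unadjusted p under 0.05; the test was not run in DESeq2). Of 6357 *A. flavus* genes, 191 differed at 48 hpi against 24 hpi (151 and 40) and 92 at 72 hpi (75 and 17).

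A signal appeared in genes that the paper does not discuss. AFLA_096040 of the kojic acid cluster rose at 72 hpi against 24 hpi by a log2 fold change of 5.06, and the diterpene synthase gene KSL4 (GRMZM2G016922) was at least 210.1-fold higher at 72 hpi than at 12–18 hpi, where it had no read.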

How the results depend on the processing

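Alternatives chosen after the data were seen stand in a paragraph of their own. Where no reason is given, the cause was not tested. Counts of genes, edges and lists, network measures and shares not named here stayed within 1.5 times of the reported value, and values of single genes, lists, pairs and connections are counted in the last paragraph.

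A threshold of 0.05 gave 0 maize genes at 24 vs 0–6 hpi, 71 maize genes at 48 vs 0–6 hpi, 1506 maize genes at 72 vs 0–6 hpi, 1758 maize genes selected, 132 *A. flavus* genes at 48 vs 24 hpi, 599 *A. flavus* genes at 72 vs 24 hpi, 593 *A. flavus* genes selected. DESeq2 gave 803 maize genes at 24 vs 0–6 hpi, 938 maize genes at 48 vs 0–6 hpi, 4346 maize genes selected, 685 *A. flavus* genes at 48 vs 24 hpi, 1597 *A. flavus* genes at 72 vs 24 hpi, 1824 *A. flavus* genes selected. Both species normalized together gave 126 maize genes at 24 vs 0–6 hpi, 452 maize genes at 48 vs 0–6 hpi, 5258 *A. flavus* genes at 72 vs 24 hpi, 5280 *A. flavus* genes selected. No filter beyond a total count above 1 gave 7 maize genes at 24 vs 0–6 hpi. Total gene reads gave 2 maize genes at 24 vs 0–6 hpi. Series as a covariate gave 2 maize genes at 24 vs 0–6 hpi, 88 maize genes at 48 vs 0–6 hpi, 1420 maize genes at 72 vs 0–6 hpi, 606 *A. flavus* genes at 48 vs 24 hpi, 1422 *A. flavus* genes at 72 vs 24 hpi. 0 hpi alone as the control, in a smaller group, gave 0 maize genes at 24 vs 0–6 hpi, 0 maize genes at 48 vs 0–6 hpi, 111 maize genes at 72 vs 0–6 hpi. RLE factors gave 738 *A. flavus* genes at 48 vs 24 hpi, 1616 *A. flavus* genes at 72 vs 24 hpi, 1418 *A. flavus* genes selected. The ears of 2011 alone gave 1710 *A. flavus* genes at 48 vs 24 hpi, 2700 *A. flavus* genes at 72 vs 24 hpi, 405451 edges, 3016 genes with an edge, 65646 edges between species, 869 maize genes with such edges, 119 maize neighbours of AflS. Each species normalized apart gave 20179 edges, 0 edges between species, 0 maize genes with such edges, 0 *A. flavus* genes with such edges, 0 *A. flavus* neighbours of AflS, 0 maize neighbours of AflS, clustering coefficient 0.3594, path length 3.2364. Spearman correlation gave 97791 edges, 6179 edges between species, 296 *A. flavus* neighbours of AflS, 15 maize neighbours of AflS, clustering coefficient 0.5154, path length 3.5547. An r of 0.90 or more gave 681406 edges, 198057 edges between species, 1090 maize genes with such edges, 324 maize neighbours of AflS, clustering coefficient 0.6315, path length 2.2541. The time course alone gave 150078 edges, 330 *A. flavus* neighbours of AflS, clustering coefficient 0.4343, path length 4.5819, percent mean *A. flavus* share at 72 hpi 6.683. The libraries of 48 and 72 hpi alone gave 431220 edges, 3251 genes with an edge, 100893 edges between species, 1241 maize genes with such edges, 219 maize neighbours of AflS, clustering coefficient 0.5424, path length 2.9699. Genes selected by DESeq2 gave 1178636 edges, 3033 genes with an edge, 56786 edges between species, 1782 *A. flavus* genes with such edges, clustering coefficient 0.671, path length 2.442. Partial correlation given the *A. flavus* share gave 15839 edges, 823 genes with an edge, 39 edges between species, 6 maize genes with such edges, 38 *A. flavus* genes with such edges, 11 *A. flavus* neighbours of AflS, 0 maize neighbours of AflS, clustering coefficient 0.4156, path length 2.603. Log2 of CPM plus 1 over both species gave 5154 edges between species, 191 maize genes with such edges, 22 maize neighbours of AflS. All 22 libraries gave clustering coefficient 0.6194. All expressed genes gave maize PC1 percent of variance 41.6, maize PC2 percent of variance 12.6, *A. flavus* PC1 percent of variance 34.3. Log2 of CPM plus 1 gave *A. flavus* PC2 percent of variance 8. An estimated correlation in camera gave 3 maize gene lists past adjusted p of 0.1, 72 hpi vs 0–6 hpi, 2 maize gene lists past adjusted p of 0.1, 72 hpi vs 12–18 hpi. Beside the counts of 0 in edgeR, 3052 maize genes had an unadjusted p under 0.05 at the threshold of 0.05, and 1811 and 1934 did with 0 hpi alone.

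Chosen after the data were seen: M-values as log2 of the ratio of rlog values gave 49533 edges, 4389 edges between species, 156 maize genes with such edges, 380 *A. flavus* genes with such edges, 279 *A. flavus* neighbours of AflS, 26 maize neighbours of AflS, clustering coefficient 0.4615, path length 3.4072. Genes selected from a joint normalization gave 10065840 edges, 6236 genes with an edge, 198193 edges between species, 5213 *A. flavus* genes with such edges, 4387 *A. flavus* neighbours of AflS, clustering coefficient 0.8142, path length 1.6829. That selection with the ratio gave 1700986 edges, 3847 genes with an edge, 190 maize genes with such edges, 2374 *A. flavus* genes with such edges, 1655 *A. flavus* neighbours of AflS, 26 maize neighbours of AflS, clustering coefficient 0.6621, path length 2.3096. Each species normalized apart over 48 and 72 hpi alone gave 107374 edges, 3149 genes with an edge, 5409 edges between species, 1205 maize genes with such edges, 534 *A. flavus* genes with such edges, 1 *A. flavus* neighbours of AflS, 0 maize neighbours of AflS, clustering coefficient 0.4283, path length 6.8212.

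A replicate block gave 0 maize genes at 24 vs 0–6 hpi, 37 maize genes at 48 vs 0–6 hpi, 1060 maize genes at 72 vs 0–6 hpi, 1592 maize genes selected, 406 *A. flavus* genes at 48 vs 24 hpi. Replicate numbers do not pair the samples, since not every correlation of the deviations of libraries of the same number across genes was over 0.1: 0.092 to 0.565 for the time course, -0.088 to 0.286 for ear 1, 0.033 to 0.34 for ear 2, -0.304 to 0.128 for ear 3 in maize and 0.006 to 0.285 for the time course, -0.066 to 0.108 for ear 1, 0.047 to 0.37 for ear 2, 0.028 to 0.123 for ear 3 in *A. flavus*.

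Leaving out 1 library gave these ranges. Maize genes at 24 vs 0–6 hpi 0 (without 0 hpi time course or 6 hpi time course or 12 hpi ear 2 or 12 hpi ear 3 or 24 hpi ear 3 or 36 hpi time course or 48 hpi ear 1 or 48 hpi ear 2 or 72 hpi ear 3) to 463 (without 24 hpi time course), with 2 without 12 hpi time course or 24 hpi ear 1 or 24 hpi ear 2 or 42 hpi time course, 3 without 18 hpi time course or 72 hpi ear 2, 38 without 48 hpi ear 3, 8 without 72 hpi ear 1, 103 without 72 hpi time course. Maize genes at 48 vs 0–6 hpi 0 (without 0 hpi time course or 6 hpi time course) to 1437 (without 48 hpi ear 3), with 132 without 12 hpi ear 1, 121 without 12 hpi ear 2, 124 without 12 hpi ear 3, 540 without 24 hpi ear 1, 445 without 24 hpi time course, 50 without 48 hpi ear 1, 44 without 48 hpi ear 2, 694 without 72 hpi time course. Maize genes at 72 vs 0–6 hpi 14 (without 0 hpi time course) to 5377 (without 72 hpi time course), with 111 without 6 hpi time course, 1765 without 72 hpi ear 2, 1300 without 72 hpi ear 3. Maize genes at 72 vs 12–18 hpi 2720 (without 72 hpi ear 3) to 5486 (without 72 hpi time course). Maize genes selected 1388 (without 72 hpi ear 3) to 4094 (without 72 hpi time course), with 1679 without 72 hpi ear 2. *A. flavus* genes at 48 vs 24 hpi 62 (without 24 hpi ear 1) to 551 (without 48 hpi time course), with 160 without 24 hpi ear 2, 123 without 24 hpi ear 3, 159 without 48 hpi ear 1, 399 without 72 hpi time course. *A. flavus* genes at 72 vs 24 hpi 356 (without 24 hpi ear 1) to 1263 (without 48 hpi time course), with 543 without 72 hpi ear 2, 562 without 72 hpi ear 3. *A. flavus* genes selected 568 (without 24 hpi ear 1) to 1394 (without 48 hpi time course), with 609 without 72 hpi ear 2, 607 without 72 hpi ear 3. Edges 95650 (without 72 hpi ear 3) to 656037 (without 48 hpi time course), with 147369 without 24 hpi ear 1, 482868 without 42 hpi time course, 166956 without 72 hpi ear 1, 105334 without 72 hpi ear 2. Genes with an edge 1250 (without 72 hpi ear 3) to 2638 (without 48 hpi time course). Edges between species 6243 (without 72 hpi ear 3) to 57544 (without 48 hpi time course), with 45720 without 42 hpi time course, 13225 without 72 hpi ear 1, 8514 without 72 hpi ear 2, 38168 without 72 hpi time course. Maize genes with such edges 214 (without 72 hpi ear 3) to 492 (without 48 hpi ear 3). *A. flavus* genes with such edges 544 (without 72 hpi ear 3) to 1366 (without 48 hpi time course), with 546 without 24 hpi ear 1, 558 without 72 hpi ear 2. *A. flavus* neighbours of AflS 352 (without 72 hpi ear 3) to 1122 (without 48 hpi time course), with 398 without 72 hpi ear 2. Maize neighbours of AflS 40 (without 72 hpi ear 2) to 124 (without 24 hpi ear 1). Clustering coefficient 0.522 (without 24 hpi ear 1) to 0.6406 (without 48 hpi time course), with 0.6334 without 42 hpi time course, 0.5522 without 48 hpi ear 3. Path length 2.4737 (without 48 hpi time course) to 2.9465 (without 48 hpi ear 2), with 2.6747 without 0 hpi time course, 2.6807 without 12 hpi ear 2, 2.6606 without 12 hpi ear 3, 2.5355 without 42 hpi time course. Percent mean *A. flavus* share at 72 hpi 33.03 (without 72 hpi ear 3) to 51.4 (without 72 hpi time course).

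With both species normalized together, AFLA_002560 had 3.62, AFLA_028660 had 4.04, AFLA_030110 had 4.88, AFLA_041020 had 4.58, AFLA_044000 had 5.09, AFLA_111310 had 4.98, AFLA_139470 had 4.18, AFLA_139490 had 3.43, CADAFLAG00013514 had 4.16 as log2 fold change at 72 against 24 hpi, in place of decreases or small changes, because that normalization carries the rise of the fungal share into every fungal gene.

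Of single genes, 4881 values kept their direction and side of the threshold, 185 lost it and 112 gained it. Gene lists kept it in 86, lost it in 15 and gained it in 1 values, gene pairs in 61, 73 and 3, and connections and clusters stayed in 975 and moved in 700. Fungal depth limits the early hours, with 4543 *A. flavus* reads in the time-course library of 24 hpi.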

Differences from the paper's values

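The alternatives counted here were set before the data were examined unless stated. The paper's threshold of 0.1 was used, and the paper names its controls (0 hpi in maize and 24 hpi in *A. flavus*) but not which samples its selection of genes compared with them. The paper's text gives 3290 *A. flavus* genes selected for the network against 915 here, and none of 23 alternatives came within 1.5 times of it. For both species it gives 6035 against 3656, and DESeq2, RLE factors, both species normalized together, and leaving out the time-course library of 24, 48 or 72 hpi or the 48 hpi ear 3 came within, of 23. The paper's network has 980280 edges against 255432 here (of 34 alternatives, r of 0.90 or more, genes selected by DESeq2, and leaving out the time-course library of 48 hpi came within) and 3638 genes against 1984 (r of 0.90 or more, the ears of 2011, the time course, 48 and 72 hpi alone, genes selected by DESeq2, and leaving out the time-course library of 48 or 72 hpi). It gives 1% of possible edges against 3.823% (Spearman alone), while its own edge and gene numbers give 5.384% if each pair is counted once. The paper does not state whether its 980280 edges hold each pair once or in both orders. Its Kolmogorov-Smirnov D is 0.40356 against 0.616, with no alternative computed.

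Between the species the paper has 9450 edges against 21101 (leaving out the 72 hpi ear 1 or ear 2), 102 maize genes against 369 (none of 34) and 1944 *A. flavus* genes against 877 (genes selected by DESeq2, and leaving out the time-course library of 48 hpi). For AflS it gives 1160 *A. flavus* neighbours against 611 (of 33, r of 0.90 or more, and leaving out the time-course library of 42 or 48 hpi). For PR-5 it gives 4303 *A. flavus* neighbours against 36 (none of 34) and 76 maize neighbours against 21 (the ears of 2011), and for GRMZM2G474326 13 connections against 124 (none). The 4303 exceeds the 3290 *A. flavus* genes that the paper selected, so its own numbers do not allow that value. In k-means the paper's largest of 10 clusters holds 2599 genes against a median of 679 here, its smallest and largest of 100 clusters 3 and 1488 against 5 and 149, with no alternative computed. The second principal component of *A. flavus* holds about 9% in Fig. 1B, read by eye, against 14.8% here, and log2 of CPM plus 1 in place of rlog came within.

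Of the 20 connectivities of Table 1, that of CADAFLAG00013514, the highest of the table, has no value here, because the gene was not selected (adjusted p = 0.24 in the F test). Of the other 19, all of maize genes, 3 came within 1.5 times here (GRMZM2G320786, GRMZM2G420988 and GRMZM2G147752, for which the paper's text and table print unlike values). The others differ, with the paper's value first and the alternatives that came within, of 34, in brackets. GST7 has 776 in the paper and 292 here (r of 0.90 or more, DESeq2 selection, leaving out time course 42 hpi, time course 48 hpi). GRMZM2G099467 has 561 in the paper and 189 here (r of 0.90 or more, DESeq2 selection, leaving out time course 42 hpi, time course 48 hpi). GRMZM2G143669 has 487 in the paper and 91 here (r of 0.90 or more, the ears of 2011, leaving out time course 72 hpi). GRMZM2G049930 has 464 in the paper and 239 here (48 and 72 hpi alone, leaving out time course 42 hpi, time course 48 hpi, time course 72 hpi). GRMZM2G157298 has 462 in the paper and 2 here (r of 0.90 or more). GRMZM2G071390 has 461 in the paper and 252 here (all 22 libraries, 48 and 72 hpi alone, leaving out 24 hpi ear 2, time course 24 hpi, time course 42 hpi, time course 48 hpi, time course 72 hpi). GRMZM2G087875 has 423 in the paper and 156 here (DESeq2 selection, leaving out time course 42 hpi, time course 48 hpi). GRMZM2G334181 has 422 in the paper and 136 here (r of 0.90 or more, DESeq2 selection, leaving out time course 42 hpi, time course 48 hpi). GRMZM2G093092 has 354 in the paper and 26 here (none). AOX3 has 332 in the paper and 61 here (r of 0.90 or more, leaving out time course 42 hpi, time course 48 hpi). GRMZM2G170017 has 272 in the paper and 133 here (the ears of 2011, leaving out time course 24 hpi, time course 42 hpi, time course 72 hpi). GRMZM2G036365 has 205 in the paper and 21 here (none). GRMZM2G020631 has 157 in the paper and 574 here (log2 of CPM plus 1). GRMZM2G148355 has 152 in the paper and 63 here (the ears of 2011, 48 and 72 hpi alone, leaving out 24 hpi ear 2, time course 48 hpi, time course 72 hpi). GRMZM2G466563 has 144 in the paper and 65 here (Spearman, the ears of 2011, DESeq2 selection, leaving out 24 hpi ear 2, 48 hpi ear 3, time course 72 hpi). GRMZM2G039009 has 137 in the paper and 74 here (the ears of 2011, 48 and 72 hpi alone, DESeq2 selection, leaving out 12 hpi ear 2, time course 24 hpi, time course 36 hpi, time course 72 hpi).

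Alternatives chosen after seeing the values also came within 1.5 times of the paper's values. M-values as log2 of the ratio of rlog values, chosen after seeing the values, gave 1.075 percent of possible edges, 188 for GRMZM2G020631, and dropped 5 of the 19 genes of Table 1. Genes selected with both species normalized together, chosen after seeing the values, gave 311 for GRMZM2G157298, 183 for GRMZM2G148355, and dropped 0 of the 19 genes of Table 1. That selection with the ratio, chosen after seeing the values, gave 3847 network nodes, 2374 genes in the interspecies network (*A. flavus*), 1655 neighbours of AflS (*A. flavus*), 648 for GRMZM2G099467, 530 for GRMZM2G049930, 176 for GRMZM2G148355, and dropped 5 of the 19 genes of Table 1. Each species normalized apart over 48 and 72 hpi, chosen after seeing the values, gave 3149 network nodes, and dropped 0 of the 19 genes of Table 1. Under the selection with both species normalized together, all 19 genes of Table 2 are selected (4751 to 4923 connections), also with the ratio (1358 to 2120), and genes selected by DESeq2 include 4 of the 19 (1582 to 1633), with 0 of them among the 20 most connected in each.

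Statements of the paper also differ from the values here. It reports a number of heat shock proteins as down-regulated in modules that were not rebuilt here, and of the 26 heat shock genes tested here 7 rose and 1 fell at 72 against 12–18 hpi, while against 0–6 hpi, nearer to the paper's control of 0 hpi, 2 rose and 2 fell with a median log2 fold change of 0.00 and a mean of -0.53. It places a lipoxygenase with OPR1 and OPR2 in a cluster, and here OPR2 and LOX correlate at r = -0.231. It clusters SPP2 with LOX10, and here they correlate at r = 0.435. It connects EREB129 with GRMZM2G172695 and AflS with AOX3, and here r is 0.915 and 0.944, under the 0.95 of an edge. It lists the genes of Table 2 as the most connected of *A. flavus*, and here 0 of 19 are selected. It names fewer maize neighbours of AflS than the 58 here, and fewer mixed clusters among 100 than the median of 47 here. It gives PR-5 more fungal partners than the *A. flavus* genes it selected, and here PR-5 has 36. The *A. flavus* genes do hold the highest connectivities here, as the paper states. The selected maize genes (2741 here) and the path length and clustering coefficient lie within 1.5 times of the paper's values.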

Other observations

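The 3 tested genes of the kojic acid cluster of *A. flavus* rose late in infection. AFLA_096040, on EQ963480, went from 53.1 ± 51.8 CPM of the fungal reads at 24 hpi to 975 ± 683 CPM at 72 hpi (SD, n = 4 each; standard error 0.759 on the log2 scale, adjusted p = 0.000182), AFLA_096060 from 25.6 to 381 CPM (log2 fold change 3.92, adjusted p = 0.00273), and AFLA_096050 from 9.28 to 74.3 CPM (log2 fold change 2.26, adjusted p = 0.0535, lost in 4 alternatives, among them without the 24 hpi ear 1, 2 or 3). Of 4 tested genes of the cyclopiazonic acid cluster, AFLA_139460 rose from 91.7 to 460 CPM (log2 fold change 2.01, adjusted p = 0.0144) and had 756 connections, while AFLA_139490 (log2 fold change -1.21, adjusted p = 0.172), AFLA_139470 (-0.35, adjusted p = 0.773) and AFLA_139480 (0.26, adjusted p = 0.841) did not pass. Of 18 genes of the aflatrem clusters 2 could be tested, and neither passed (AFLA_045560, log2 fold change 0.99, adjusted p = 0.496). Of 6 conidiation and velvet regulators 2 could be tested. AFLA_066460 rose from 16.1 to 68.8 CPM (log2 fold change 1.70, adjusted p = 0.087, lost in 11 alternatives), and AFLA_081490 did not pass (0.71, adjusted p = 0.693).

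Embryo and aleurone genes of the kernel did not pass the test as groups at 72 hpi against 12–18 hpi. Of 13 tested embryo genes, 4 rose and 2 fell at 72 hpi against 12–18 hpi (4 and 2 when adjusted over the list alone), with a median log2 fold change of -0.06, a mean of 0.67 and an adjusted p of 0.221 from camera in the direction of the mean (0.56 with an estimated correlation). GLB1, an embryo globulin with 26.2% of its reads unique, rose from 6.60 to 258 CPM (log2 fold change 5.27, adjusted p = 3e-05), MGL3 from 272 to 1596 CPM (log2 fold change 2.55, adjusted p = 0.00199), and the dehydrin LEA2 by 1.89 (adjusted p = 0.017). Of 5 tested aleurone and pericarp genes, none passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 in edgeR, and 0 with DESeq2), with a median of 0.10, a mean of -0.04 and an adjusted p of 0.522. Of 5 tested genes of photosynthetic tissue, 1 fell (2 lower when adjusted over the list alone), with a median of -0.52 and an adjusted p of 0.121.

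KSL4, on chromosome 1 from 237109339 to 237115584 (AGPv3), had no read in the libraries of 0–6 and 12–18 hpi and 181 reads at 72 hpi, at 19.9 ± 20.2 CPM (SD, n = 4), against a floor of 3 reads over the group. Among the decreases between 12–18 and 72 hpi, GRMZM2G001241 fell from 26.3 to 4.79 CPM (log2 fold change -2.36, adjusted p = 0.00158), KIN1 from 213 to 43.6 CPM (log2 fold change -2.24, adjusted p = 0.019) and FAD2, a fatty acid desaturase with 44.9% of its reads unique, from 778 to 225 CPM (log2 fold change -1.78, adjusted p = 0.00515). MFS18 fell by 1.72 on the log2 scale (adjusted p = 0.0146), and PPCK1, a kinase of phosphoenolpyruvate carboxylase, fell by 1.28 (adjusted p = 0.00823).

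Against 0–6 hpi, groups of maize genes at 72 hpi had these values. Of the 19 genes of Table 1, 19 rose, with a median log2 fold change of 8.04 (7.86 with genes without a control read at their lower bound, adjusted p = 1.08e-23 from camera, and adjusted p = 0.0805 with an estimated correlation). Ethylene genes numbered 8 higher and none lower of 14 (9 when adjusted over the list alone; median 2.93, adjusted p = 0.000103, and adjusted p = 0.226 with an estimated correlation). Jasmonate genes numbered 9 higher and 1 lower of 31 (15 and 2 when adjusted over the list alone; median 0.64, adjusted p = 0.000426, and adjusted p = 0.407 with an estimated correlation), and phytoalexin genes 7 higher and none lower of 26 (12 and 1; median 0.78, adjusted p = 0.00017, and adjusted p = 0.232 with an estimated correlation). Further lists were WRKY genes (3 higher of 18, adjusted p = 0.109), AP2/EREBP genes (3 higher and 1 lower of 28, adjusted p = 0.23), starch genes (1 lower of 13, adjusted p = 0.0108, and adjusted p = 0.407 with an estimated correlation), embryo genes (3 higher of 13, adjusted p = 0.0768, and adjusted p = 0.418 with an estimated correlation), photosynthetic genes (none of 5, adjusted p = 0.168) and aleurone genes (none of 5, adjusted p = 0.846).

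At 0 hpi 4703 *A. flavus* reads (0.0433% of the library, 95% binomial interval 0.0421 to 0.0445%) were counted, of which 3958 lie on features whose names open with CADAFLAG and 2457 on CADAFLAG00013818. Without these features the share at 0 hpi was 0.00686%. At 6 and 18 hpi of the time course the share was 0.00223 and 0.0194%.

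The part of Table S1 that was held here has 1589 entries, of which 858 could be compared with the libraries. Of its 20 columns, 19 were matched best by the library at the same place in the order of deposition, while the column names give the hour of the best match in 5. Its values followed the log2 of the ratio of rlog values (median r per gene 0.987) more closely than their difference (median 0.916), which was used here. These matches were not used to assign any library, which was done from the labels alone.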
